# *In Vivo* Chromatin Targets of the Transcription Factor *Yin Yang 2* in Trophoblast Stem Cells

**DOI:** 10.1371/journal.pone.0154268

**Published:** 2016-05-18

**Authors:** Raquel Pérez-Palacios, Sofía Macías-Redondo, María Climent, Bruno Contreras-Moreira, Pedro Muniesa, Jon Schoorlemmer

## Abstract

**Background:**

*Yin Yang 2* (YY2) is a zinc finger protein closely related to the well-characterized *Yin Yang 1* (YY1). YY1 is a DNA-binding transcription factor, with defined functions in multiple developmental processes, such as implantation, cell differentiation, X inactivation, imprinting and organogenesis. *Yy2* has been treated as a largely immaterial duplication of *Yy1*, as they share high homology in the Zinc Finger-region and similar if not identical *in vitro* binding sites. In contrast to these similarities, gene expression alterations in HeLa cells with attenuated levels of either *Yy1* or *Yy2* were to some extent gene-specific. Moreover, the chromatin binding sites for YY2, except for its association with transposable retroviral elements (RE) and Endogenous Retroviral Elements (ERVs), remain to be identified. As a first step towards defining potential *Yy2* functions matching or complementary to *Yy1*, we considered *in vivo* DNA binding sites of YY2 in trophoblast stem (TS) cells.

**Results:**

We report the presence of YY2 protein in mouse-derived embryonic stem (ES) and TS cell lines. Following up on our previous report on ERV binding by YY2 in TS cells, we investigated the tissue-specificity of REX1 and YY2 binding and confirm binding to RE/ERV targets in both ES cells and TS cells. Because of the higher levels of expression, we chose TS cells to understand the role of *Yy2* in gene and chromatin regulation. We used *in vivo* YY2 association as a measure to identify potential target genes. Sequencing of chromatin obtained in chromatin-immunoprecipitation (ChIP) assays carried out with αYY2 serum allowed us to identify a limited number of chromatin targets for YY2. Some putative binding sites were validated in regular ChIP assays and gene expression of genes nearby was altered in the absence of *Yy2*.

**Conclusions:**

YY2 binding to ERVs is not confined to TS cells. *In vivo* binding sites share the presence of a consensus binding motif. Selected sites were uniquely bound by YY2 as opposed to YY1, suggesting that YY2 exerts unique contributions to gene regulation. YY2 binding was not generally associated with gene promoters. However, several YY2 binding sites are linked to long noncoding RNA (*lncRNA*) genes and we show that the expression levels of a few of those are *Yy2*-dependent.

## Introduction

The *Yin Yang 2* (*Yy2*) gene is a retrotransposon-derived paralog of the *Yy1* (*Yin Yang 1*) gene, and is both conserved and active in all placental mammals [1]. In the mouse, the *Yy2* gene is localized on the X chromosome, where it is embedded in a complex *locus* shared with another gene, namely *Mbtps2* [2]. The *Yy2* gene encodes a 378 AA protein, which shares 56.2% identity overall with YY1. While the N-terminal region of YY2 is very different at the amino-acid level from the N-terminal region of YY1, the C-terminal region encoding four Gli-Kruppel type zinc finger domains is very well conserved (86.4% identity between YY1 and YY2). Consistent with the high level of sequence conservation, both YY1 and YY2 bind a consensus YY1 binding motif [3]. Similarly, largely identical motifs are bound by YY1 and YY2 when high affinity binding sites are selected for *in vitro* [1]. Moreover, competition between YY1 and YY2 for binding to virus-responsive binding sites has been proposed to underlie activation of the IFNβ gene [4]. Interestingly, *in vitro* binding assays also unveiled that YY1 and YY2 interact with RYBP and selected Polycomb group proteins [5].

YY1 is a transcription factor with sequence context-dependent activation or repression activity, which controls the transcription of a large number of viral and cellular genes [6]. Loss-of-function models have implicated YY1 in gene regulation underlying fundamental biological processes such as proliferation, cell cycle regulation and cytokinesis [7]. Considering all similarities between YY1 and YY2, functional redundancy has been implied. Nevertheless, the biological functions of YY2 have not been well characterized and loss-of-function models in the mouse are not available. Moreover, partial deficiency in HeLa cells revealed distinct *Yy1* or *Yy2*-dependent alterations in gene expression [8].

*In vivo*, YY1 and YY2 share DNA binding to transposable retroviral elements (RE) [9], particularly to selected members of the family of Endogenous retroviral elements (ERVs) [10]. ERV represent a category of repeat sequences that result from retroviral insertions in the germline. ERVs occupy 8–10% of mammalian genomes, and can be grouped into families based on sequence homology. Within each family, a multitude of very similar but distinct elements can be distinguished that are scattered across the genome. Most copies have accumulated mutations rendering them incompetent for infection and/or mobilization. Independent of their mobilization activities, ERVs impact the transcriptional activities of neighboring genes through promoter and long-range effects. ERV are active especially in germ cells, placenta and preimplantation embryos (reviewed in [11, 12]). Subtle differences in binding preference were obvious when comparing *in vivo* binding of YY1 family members to ERV elements [10].

During preimplantation development the first differentiation steps take place in the embryo, separating the inner cell mass (ICM) from the trophectoderm (TE), which give rise to the embryo proper and extra-embryonic tissues, respectively. Gene expression underlying these steps is governed in part by mechanisms unique to these particular stages and cell types [13, 14]. These include the maintenance of allele-specific expression of particular genes based on parental-origin specific methylation patterns (imprinting), and consecutive re-activation and inactivation of one of the X chromosomes in females (XCI). Both REX1 and YY1 are expressed during late preimplantation mouse development [15, 16]. YY1 is essential in this period, since *Yy1*-loss-of-function does not allow embryonic development beyond implantation [15]. YY1 also binds imprinted genes in a methylation-dependent way [17, 18] and both YY1 and REX1 contribute to XCI [18–20]. Although both YY1 and REX1 contribute to mammalian-specific processes such as embryo implantation, imprinting and XCI, such functions have not yet been described for *Yy2*. We considered the presence of YY2 in embryonic stem (ES) and trophoblast stem (TS) cells, as models for ICM and trophoblast precursors, respectively. We detected increased levels of *Yy2* in TS cells and decided to assess a regulatory role of YY2 in TS cells. In line with the apparent abundant presence of YY2 in TS cells, we initiated a search for genomic targets in addition to previously identified transposons. Binding sites identified were validated in ChIP assays and shown to uniquely bind YY2 as opposed to YY1. Moreover, several long noncoding RNAs (lncRNAs) linked to YY2 binding sites are moderately affected by *Yy2*-deficiency, suggesting YY2-dependent regulation.

## Materials and Methods

### Immunological reagents and Western blot

The αYY2 and the αREX1 sera raised in rabbit have been described previously [10]. The aminoterminal region of YY2 (aminoacids 1–173) used for immunization does not show much homology to the corresponding region in YY1 [1], and does not cross-react with YY1 (S2 and S3 Figs). The rabbit αYY2 serum was further affinity-purified over YY2α-GST protein (ImmunoStep SA, Salamanca, Spain). Monoclonal αHA (clone HA-7) was obtained as an unpurified ascites fraction (Sigma H9658).

For Western blot analysis, cells were washed twice with ice-cold PBS on the plate, scraped, resuspended in lysis buffer (0.25 M Tris–HCl (pH 7.8), 0.1% NP-40) containing protease inhibitors (PMSF, Sodium Ortovanadate and Complete; ROCHE) and protein stabilizers (DTT) as described [21]. Samples with added Laemmli sample buffer were subjected to SDS–polyacrylamide gel electrophoresis, transferred to nitrocellulose membranes (Hybond-P, Amersham). Standard Western blot was performed using αYY2, αREX1, αYY1 or αTUBULIN antibodies. Horseradish peroxidase-coupled αIgG secondary antibodies (Dako, α-mouse (1:2500), α-rabbit (1:10000)) were detected using chemiluminescence (ECL Western Blotting Detection, Amersham Biosciences). Before blocking and reprobing with a different primary antibody, membranes were stripped by incubation in 1 M glycine (pH 2.5) for 20 min at RT, followed by incubation in Tris-HCl pH 7.4 and TBS (50 mM Tris-Cl, pH 7.5; 150 mM NaCl) for 1 minute each.

### Indirect immunofluorescence and confocal microscopy

Cells were cultured on gelatin-coated coverslips for at least 4 h to attach. Cells were fixed with 4% paraformaldehyde in PBS (pH 7.4), permeabilized in 0.5% Triton-X100 for 10 min and incubated overnight at 4°C with a rabbit αYY2 antibody (1:4800) in PGBA (0.1% gelatin, 1% BSA, 0.05% NaAzide in PBS, pH 7.4)/10% FBS. All further steps were performed at RT. Cells were washed three times and incubated with an α-rabbit biotin antibody (1:500) for 30 min and with streptavidin-Alexa 488 (1:200) for 45 min both in PGBA. Nuclei were counterstained with DAPI (10 μg/ml) in PBS for 10 min. Coverslides were mounted in glycerol/DABCO 2.5%/50 mM Tris pH 8.6 (DTG). Negative controls were performed using the same procedure without the addition of primary antibody. Widefield microscopy images were obtained in an Olympus upright fluorescence microscope (BX60) with 40X objective. Confocal sections were obtained in an Olympus confocal microscope Fluoview FV1000 with a 60X objective. Images were pseudocolored in green for YY2 and DAPI in blue (cell nuclei).

### Cell culture, differentiation, transfection and separation

The mouse TS cell line B7 [22] was maintained as described [23] on 1% gelatin-coated tissue culture dishes and the presence of 70TS-CM supplemented with FGF4 (25 ng/ml) (Peprotech) and heparin (1 mg/ml) (Sigma) [5]. ES cell line E14T [24] was maintained on gelatin-coated tissue culture dishes in medium supplemented with 10% fetal calf serum, leukemia inhibitory factor (LIF) as described [25]. E14T ES cells were transfected with plasmids expressing shRNAs, selected with Hygromycin for 7 days as described before [5], and processed for Western blot. Attenuation of *Yy2* levels in TSB7 cells was achieved by introduction of vectors that express short hairpin RNA (shRNA) and GFP [10]. shRNA sequences introduced in different vectors are as follows: sh*Yy2*: 5´ CAATACCACTCTCCTGTTATT; shControl: 5´ AAGCGCGATCACATGGTCCTG. A detailed description of sh*Yy2* sequences used for knockdown is available in a manuscript in preparation [26]. Cells seeded the day before transfection (0.8 ×10^6^ cells per 30 mm dish) were transfected with Lipofectamine 2000 according to manufacturer's instructions (Invitrogen), using 4 μg of the plasmid of interest as described previously [5]. Cells were dissociated 16–24 h after transfection, suspended in TS medium supplemented with 1% FBS and 10 mM HEPES (Sigma) (2 × 10^6^ cells/ml). Cell sorting was performed on a FACSAria (BD BioSciences) equipped with a 488 nm laser and operated by the Flow Cytometry and Cell Separation Unit at CIBA, IACS, Zaragoza. GFP+ and GPF- sorted cells were collected in PBS/10% FBS. Cells were spun down, lysed in TRIzol^®^ reagent (Invitrogen) and processed for qPCR analysis as described below.

### Gene expression analysis: RT-qPCR

Cells were washed with PBS, scraped and total RNA was extracted using TRIzol^®^ reagent (Invitrogen). After digestion of genomic DNA (RQ1 RNAse-Free DNase, Promega), RNA was extracted with phenol/chloroform, precipitated with ethanol, re-suspended in water and quantified using Nanodrop (Thermo Scientific). cDNA was synthesized from 2 μg of RNA with random hexamer primers (ThermoScript^®^ RT-PCR System, Invitrogen) and stored at -20°C until used. cDNA was analyzed by quantitative PCR (Platinum^®^ SYBR^®^ Green qPCR SuperMix-UDG, Invitrogen) on an ABI Prism 7000 Real-Time PCR system, reactions were performed in triplicate. To compare expression levels between cell types, data obtained in at least two (and in most cases three) independent samples were processed using the ΔΔCt method [27], using *Gapdh* as a reference gene. To compare the capacity of different primer pairs to amplify annotated transcripts in the *Mbtps2/Yy2* locus, ΔCt values using *Gapdh* as a reference gene were calculated. Sequences of all primers used are included in S1 Table. Standard curves of all primers (used at 200 nM) were performed to assure efficient amplification (between 90% and 110%). Melting curves were also performed to verify production of single DNA species with each primer pair, except for ERV sequences.

### Chromatin Immunoprecipitation (ChIP) and *locus*-specific PCR

ChIP assays were performed as described [5, 10] with the following minor modifications. 5 x 10^6^ cells for each experimental condition were chemically crosslinked for 15 min at room temperature by the addition of fresh 37% formaldehyde solution to a final concentration of 1% (v/v). After the addition of glycine to a final concentration of 125 mM to stop the crosslink, cells were rinsed twice with PBS and harvested by scraping. Cells were resuspended in lysis buffer (50mM Tris-HCl (pH 8.1), 10mM EDTA, 1% (w/v) SDS) and protease inhibitors (Complete^™^, Roche) and sonicated in a Diagenode sonicator (30 second pulses, 30 second pause between pulses). Per 5 × 10^6^ cells the following sera were used for immunoprecipitation (IP): preimmune serum (PreI) (75 μg), rabbit anti-REX1 IgG (75 μg), mouse monoclonal H-10 anti-YY1 (Santa Cruz, 2.5 μg), rabbit anti-YY2 (25 μg). We compared semi-quantitative PCR amplification on amounts of chromatin obtained from the same number of cells after immunoprecipitation using either PreI, αYY2 or αREX1 serum. PCR products were visualized using ethidium bromide and photographed. Primers used are listed in S1 Table.

Quantitative real-time PCR on ChIPs was performed in triplicate reactions as described above and processed using the ΔCt method. Amplification was performed in 15 μl reactions using the following parameters: 50°C for 2 min, 95°C for 10 min followed by 40 cycles of (95°C 15 s, 60°C 60 s). Data presented show the aggregate of a minimum of two (and often three) separate ChIPs performed on different days, unless indicated otherwise. Enrichment levels were calculated as a percentage of immunoprecipitation relative to the input as described (www.SABiosciences.com). Data are shown as fold enrichment of a particular *locus* compared to control *loci*.

### High-throughput sequencing

ChIPped DNA for high-throughput sequencing was obtained by standard ChIP experiments using αYY2 or PreI serum as described above. High-throughput sequencing was performed by Fasteris SA (CH-1228 Plan-les-Ouates, Switzerland) on an Illumina Hi-Seq 2000 instrument according to manufacturer provided protocols with minor modifications. The Burrows-Wheeler Alignment Tool (0.5.9) was used to map the reads (50 nt) against the mouse genome (Mus Musculus—Version mm9, NCBI assembly M37), only quality-filtered reads were retained for downstream analyses. Mapping was carried out allowing a maximum of 1 mismatch per read. Reads mapping to several positions on the reference genome with the same mapping quality were considered repeated (R), and assigned a location by randomization. Additional data related to each of the resulting datasets is shown in Table 1, specific ChIP using αYY2 was compared to ChIP using PreI serum.

**Table 1:** Sequencing data.

	αYY2	PreI
initial number of quality-filtered reads	14746400	23649193
number of mm9 mapped reads	13369042	21612138
% of mapped reads respect to the initial number	90.66%	91.39%
number of reads mapped at unique positions	11056749	18052709
% number of reads mapping at unique positions **	74.98%	76.34%
number of reads mapping at multiple positions	2312293	3559429
% of reads mapping at multiple positions	15.68%	15.05%

Sequencing results. High-throughput sequencing was carried out on DNA obtained from chromatin immunoprecipitations (ChIPs) carried out using either αYY2 or PreI serum. The table shows sequencing and mapping data (**, % relative to the number of mm9 mapped reads).

Mapping results were loaded into the software SeqMonk (Version V0.16.0, License GPLv3) to identify peaks. SeqMonk counts reads in fixed size windows of 100 bp (step size = 50 bp). Counts in the YY2 dataset were multiplied by 1.62 to normalize for the number of mm9-mapped reads in each dataset, and counts of 0 were substituted for 1 to allow the calculation of ratios. We assigned an arbitrary score to each peak identified, which was calculated as the number of reads in αYY2 IP divided by the number of reads in the PreI sample in the same area (unique and repeated reads combined). The peaks were then ranked from high to low numbers, and annotated with the closest gene or database feature (within a range of 100 kb). ChIPseq data are freely available at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE80824. To find overrepresented sequence motifs, search programs [28] were accessed through http://rsat.ulb.ac.be/rsat. The sequences of the top 20 peaks were used as input for CONSENSUS [29]. The best obtained position weight matrix was found to be comparable to motifs produced by alternative software such as MEME [30].

## Results

### Expression of YY2 in blastocyst-derived stem cells

We obtained a rabbit αYY2 serum after immunization with an YY2-GST fusion protein (see M&M), which easily detects the fusion protein in Western blot (S1A Fig). Furthermore, the serum detects HA-YY2 in the nucleus of transfected 293T cells using immunofluorescence (S1B Fig). The serum allowed the detection of endogenous YY2 protein in extracts from mouse ES cells by Western blot (S1C Fig). The presence of the approximately 60 kD band corresponding to YY2 was substantially reduced in extracts from cells transfected with shRNAs directed against *Yy2* (S1C Fig). Epitope detection by the serum in Western blot was abolished after saturation with excess binding protein (S1A Fig), confirming the specificity of detection. We expected the serum to be specific for YY2 as the YY2 portion used for immunization shares little homology with YY1 (S2 Fig). This was confirmed by Western blot, as the YY2 serum used does not immunoprecipitate or detect HA-tagged YY1 in Western blot as opposed to HA-tagged YY2 (S3A and S3B Fig).

Although *Yy2* expression has been described as rather ubiquitous (although divergent levels have been reported [31]), its presence in preimplantation embryos or stem cells derived thereof has not been described so far. As *in vitro* models of either the ICM or the trophectoderm, we analyzed the presence of immuno-reactivity against the αYY2 serum in ES cells (line E14T) and TS cells (line B7) by indirect immunofluorescence. Staining patterns were analyzed by confocal microscopy and representative images are depicted in Fig 1A and S4 Fig. No staining was observed in either cell type when PreI serum or no primary antibody was used (data not shown). In ES cells, YY2 staining was apparent (panels YY2), mostly confined to the nucleus as revealed by nuclear counterstaining (panel DAPI). This pattern was confirmed by staining of HA-YY2 in the nucleus of transfected 293T cells (S1B Fig). Most if not all TS cells also showed detectable reactivity with the anti-YY2 serum (Fig 1A, panel TS). Similar to ES cells, staining was most intense in the nucleus. YY2 (green) displays a predominantly nuclear localization in ES and TS cells, although some weak staining was observed in the cytoplasm of TS cells.

**Fig 1:**
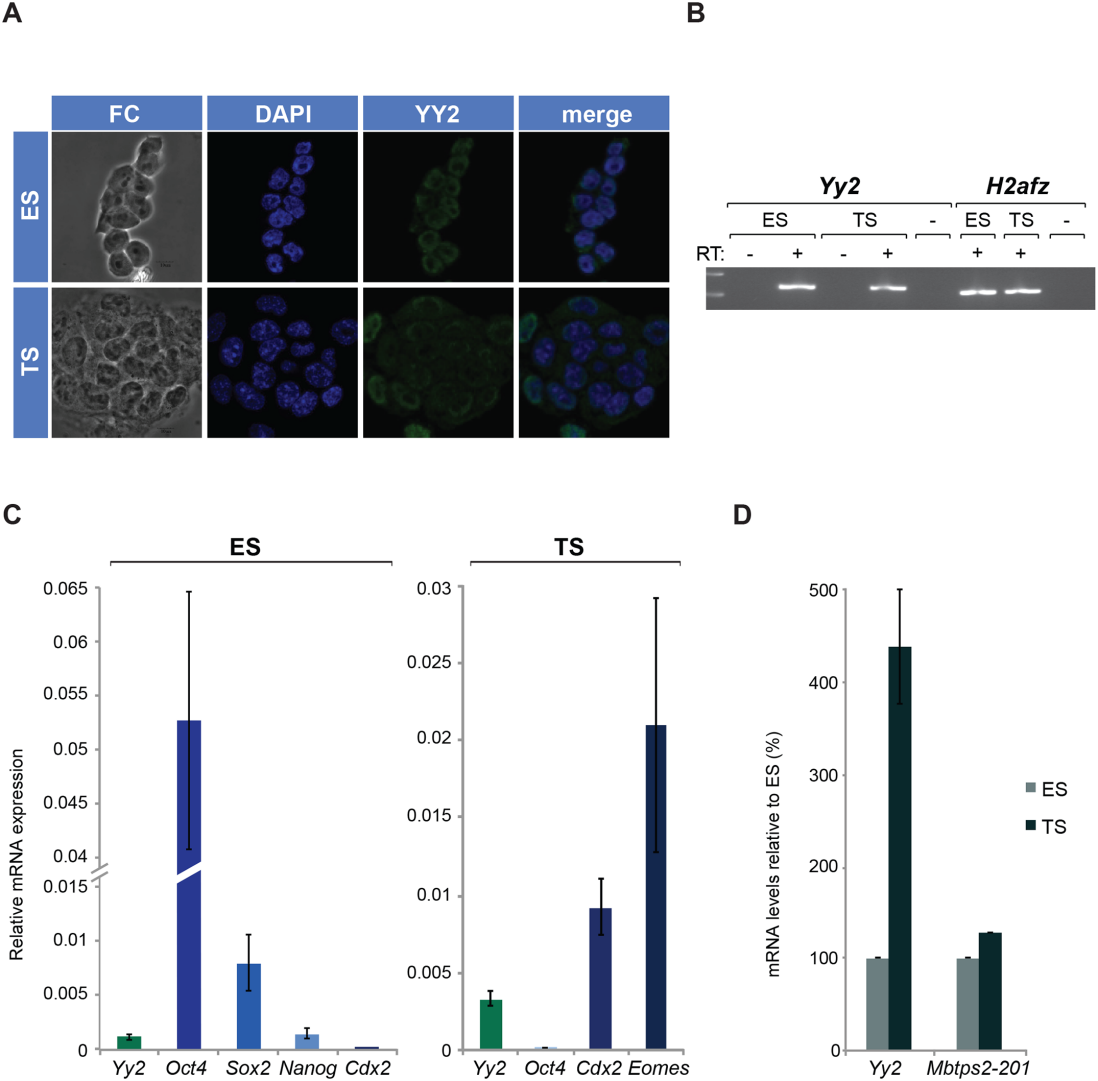
*Yy2* and *Mbtps2* expression in ES and TS cells. (A) Expression of YY2 was detected by indirect immunofluorescence in ES cells and TS cells. YY2 was visualized using αRabbitBiotin followed by StrepAlexa488, nuclei were stained with DAPI (blue). (B) An EtBr stained gel shows PCR products generated with either *Yy2* or *H2afz*-specific primers (as indicated), after amplification of cDNA obtained from ES and TS cells. (C) Expression of *Yy2* and cell type-specific markers (or lineage markers) of ES cells (*Oct4*, *Sox2*, *Nanog*) or TS cells (*Cdx2*, *Eomes*) was measured by RT-qPCR. Gene expression was normalized to *Gapdh* and data is represented as the mean ± SEM. (D) Expression of *Yy2* and *Mbtps2-001* was detected by quantitative RT-PCR in (E14T) ES cells or (TSB7) TS cells (error bars represent SEM). Transcript levels were normalized to *H2afz* and to the expression in ES cells (100%).

To further confirm the presence of YY2 in ES and TS cells we also tested *Yy2* mRNA levels in blastocyst-derived stem cell lines in tissue culture by PCR. Expression of *H2Afz* was used as a control for the quality of the RNA and cDNA used. Both *H2afz* and *Yy2* mRNA were easily detected in both cell types (Fig 1B). *Yy2* transcript levels were analyzed by quantitative PCR and compared to the levels of several lineage-specific transcription factors. Expression of *Oct4*, *Sox2* and *Nanog* was confined to ES cells as expected (Fig 1C), and the converse was true for *Cdx2* and *Eomes*. *Yy2* was detected in ES cells at levels similar to *Nanog*. Relative to expression levels in ES cells (assigned arbitrarily a 100% level), we detected levels in TS cells at about 400% (Fig 1D).

Transcripts encoding YY2 are generated from a complex *locus* that also produces a variety of transcripts called *Mbtps2* [2]. The major transcript *Mbtps2-001* is expressed at comparable levels in both TS and ES cells (Fig 1D). The *Mbtps2 locus* produces various transcripts (S5A Fig), including several that overlap directly with *Yy2*. To discriminate properly between transcripts transcribed from this *locus* that encode either MBTPS2 or YY2, we extended our analysis to include the mRNA levels of several annotated *Mbtps2* variant transcripts using qPCR. Results (S5 Fig) demonstrate the presence in TS cells of both the canonical *Mbtps2-001* transcript and of a *Mbtps2-003* transcript. Although this transcript is named *Mbtps2-003*, it is identical to the *Yy2-201* transcript and the putative protein encoded in the 5´end is not represented in the protein database (Swiss Prot). In accordance with the hypothesis that the *Mbtps2-003* transcript is identical to the *Yy2-201* transcript, amplification efficiencies (Cts, S5B Fig) obtained using *Mbtps2-003*–specific primers (primer set D) are almost identical to those obtained using primers in the *Yy2* coding region (primer sets A, B; S5 Fig). Assays aimed at the detection of different exons of the *Mbtps2-002* transcripts that might overlap with the *Yy2 locus* (S5A Fig) yielded Ct values in a high range compatible with lack of expression (S5B Fig). Altogether, we conclude that the *Yy2* transcript levels measured (Fig 1D) can be attributed to YY2-encoding transcripts, without interference from transcription that covers the *Mbtps2* gene.

### REX1 and YY2 binding to ERVs of different families in different stem cells

Previously, we reported the association of REX1 (in ES cells) and YY2 (in TS cells) to several transposable retroviral elements [10], albeit with differing specificity of either protein for muERV-L and IAP elements, respectively. However, REX1 binding in ChIP assays may be tissue-specific [5]. To assure that the differences observed reflect binding specificities as opposed to cell type differences, we re-assessed binding of both factors to a subset of genomic repeats derived from LTR retrotransposons in ES and TS cells. As before, we carried out ChIP assays to demonstrate *in vivo* association of either REX1 or YY2 to a subset of ERV. After subtraction of background values and normalization against a control promoter, hardly any enrichment was observed for several control markers, i.e. different nonspecific genomic regions (CGR-A, CGR-B), or multi-copy sequences (MLV36, y-satellites) in both cases (Fig 2A and 2B).

**Fig 2:**
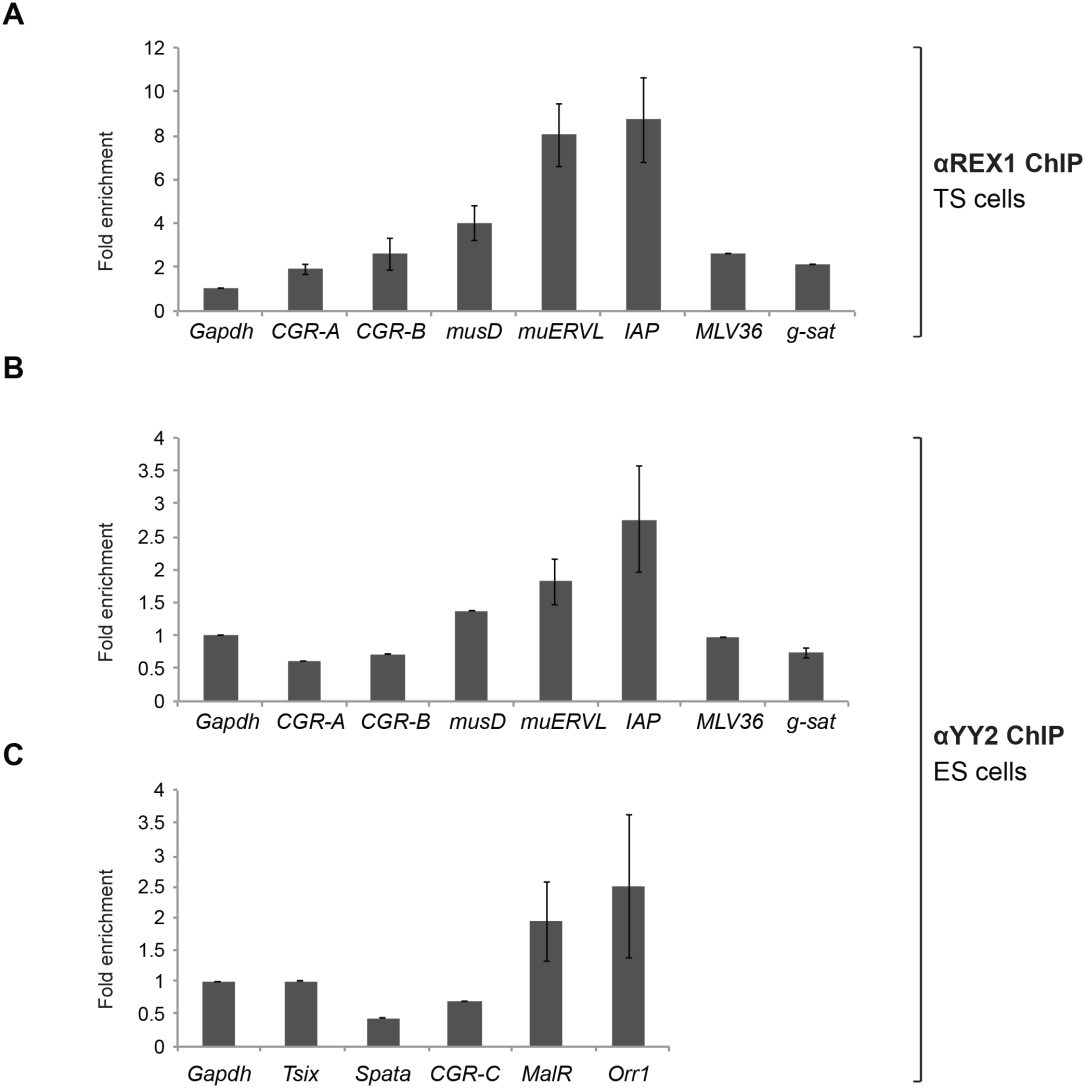
REX1 and YY2 bind RE/ERV elements in both ES and TS cells. (A) REX1 association to RE in TS cells. Binding was assessed in chromatin immunoprecipitation assays using αREX1 serum followed by quantification of precipitated DNA using real-time qPCR amplification. The figure shows analysis of non-binding reference sites as controls (CGR-A, CGR-B), and *Gapdh*, several sequences present in the genome as multiple copies (MLV36, γ-satellite) and the ERV elements indicated. Association is represented as percentage bound (relative to purified chromatin extract from the same lysate). Enrichment was calculated as percentage association relative to control chromatin, and is represented as fold binding or enrichment relative to a non-binding reference gene *Gapdh*. Error bars indicate SEM. (B) As A except for YY2 binding in ES cells. Data on CGR-A, CGR-B and *musD* are from a single experiment. (C) YY2 binding to Class III elements. Binding of YY2 in ES cells to class III ERV sequences present in the genome as multiple copies (*Orr1* and *MalR*) was assessed by qPCR analysis as described in **A**. The figure shows fold enrichment relative to a non-binding reference gene *Gapdh*. Data on CGR-C, *musD*, *Tsix* and *Spata* are from a single experiment.

We now assayed for REX1 binding in undifferentiated TS cells. In chromatin immunoprecipitated from TS cells using αREX1 (Fig 2A), we demonstrate a several-fold enrichment of both IAP and muERVL elements, and a weaker enrichment of musD elements. REX1 association to the same ERV was lower in TS cells (Fig 2) as opposed to ES cells [10, 32], in line with reduced expression of *Rex1* in TS cells [5]. In contrast to ES cells, enrichment for IAP elements was as high as for muERV-L (Fig 2A). Although the ratio of binding in TS cells relative to ES cells was slightly different for individual elements, REX1 associated to the same elements in both cell types.

YY2 associated with specific ERV elements in TS cells [10]. As YY2 was also detectable in ES cells (Fig 1), we re-assessed chromatin binding in these cells to assay for potential tissue-specific binding. Enrichment of a subset of ERVs in ChIP assays was also detected in ES cells. We observed a reproducible 3-fold enrichment of the IAP *locus* in chromatin immunoprecipitated using αYY2 in ES cells (Fig 2B). To a lesser extent, reproducible enrichment was also detected for musD and muERVL elements (Fig 2B). The association of YY2 to IAP was slightly stronger as compared to muERVL in both TS cells [10] and ES cells (Fig 2), indicating that the binding specificities of YY2 did not show cell type specificity. We also calculated a weak but reproducible 2-fold enrichment of the MalR and Orr1 *loci* in chromatin immunoprecipitated using αYY2 in ES cells (Fig 2C). By contrast, no reproducible enrichment was detected for *Tsix* and *Spata24*, *loci* efficiently bound by REX1 in ES cells [33]. In conclusion, YY2 associates with a subset of genomic repeats derived from LTR retrotransposons, displaying the highest affinity for IAP elements in both TS and ES cells. This result confirms our previous observation [10] that the *in vivo* association of YY2 to LTR retrotransposons is similar to but not identical to REX1.

### Identification of *in vivo* YY2 chromatin binding sites in TS cells

Taking into account that YY2 was easily detected in TS cells (Fig 1) and associated with specific ERV elements in these cells (Fig 2; [10]), we continued our functional analysis of *Yy2* in these cells. To identify YY2 binding sites in TS cell chromatin, ChIP experiments were carried out as before, and chromatin fractions obtained were sequenced (ChIPseq experiment, see M&M). 

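The files that the authors deposited give, for αYY2 and for PreI serum, the reads in short windows of the mouse genome (mm9) in TSB7 cells, a TS cell line, and 3 ranked lists of peaks made from these windows. Each precipitation used 5000000 cells with 25 μg of αYY2 or 75 μg of PreI serum and gave 1 library of 50 nt reads, so no difference between the sera has a replicate check. The mapped reads numbered 13369042 for αYY2 and 21612138 for PreI, of which 82.7% and 83.5% mapped at a unique position. The authors counted unique reads and repeated reads separately, after placing each repeated read at random at one of its positions. The files hold 10813 windows, of which 7306 are listed for αYY2 and 9484 for PreI, and a window that a file does not list was taken as 0 reads. How these windows were chosen from the genome is not stated in the paper's text. They hold 7.28% of the mapped αYY2 reads and 6.68% of the mapped PreI reads, so the mapped reads, not the sums over windows, were used as depth. The median window held 3 reads in both libraries together, and 69.9% of the windows held at most 4. The αYY2 reads were multiplied by 1.62, the ratio of the mapped reads, and 0 reads were counted as 1, as in the paper. The list ranked by repeated reads holds 226 peaks, that ranked by unique reads 1656, and the combined list 468. For 462 peaks of the combined list, the deposited score equals, within 0.02, 1.62 times the product of the ratio of repeated reads and the ratio of unique reads. For 420 of them, it equals 1.62 times the ratio of all reads added. Ratios of αYY2 to PreI reads were computed from unique and repeated reads added, with exact conditional (Clopper-Pearson) 95% intervals. These intervals cover counting error only and do not allow for the choice of peaks by their ratio.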

YY2 binding sites were identified as regions with higher numbers of reads (peaks). A score based on the number of reads (see M&M) was assigned to each peak, and peaks were subsequently ranked from high to low numbers (Table 2). 

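The peak with the highest score lies between genes on chromosome 17, and its nearest annotated gene encodes a U6 spliceosomal RNA. Peak 7 lies in an intron of Sox5, which encodes an SRY-related transcription factor. Peaks 5, 12, 13, 14, 16 and 17 lie in introns of the protein-coding genes Veph1, Fras1, Ccdc83, Fam155a, Ston2 and Gcnt2. Peaks 2, 3 and 10 lie within 1.09 Mb of chromosome 4. The 20 intervals of Table 2 are positions 1 to 20 of the combined list, with the same starts and ends. Peak 1, from 4626100 to 4626650 on chromosome 17, had 8 αYY2 reads and 1 PreI read, a ratio of 13.0 (95% interval 1.74 to 575). Peak 7, from 144393150 to 144393300 on chromosome 6, had the same numbers of reads, all of them unique. Peak 8, from 19932850 to 19933000 on chromosome 8, had the most reads, 15 for αYY2 and 5 for PreI, a ratio of 4.86 (1.68 to 17.1). Over the 20 peaks, αYY2 reads numbered 6 to 15 (median 7), and PreI reads at most 5 (median 1, with none at 4 peaks). The ratios ran from 3.78 to 13.0. The interval lay above 1 at 17 peaks and above 2 at none. It included 1 at peaks 5, 6 and 11. Unique reads alone were found at 9 peaks, and 11 peaks also had repeated reads. The score at position 20 is 8.1, which 36 peaks of the combined list share.

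**Figure D1:**
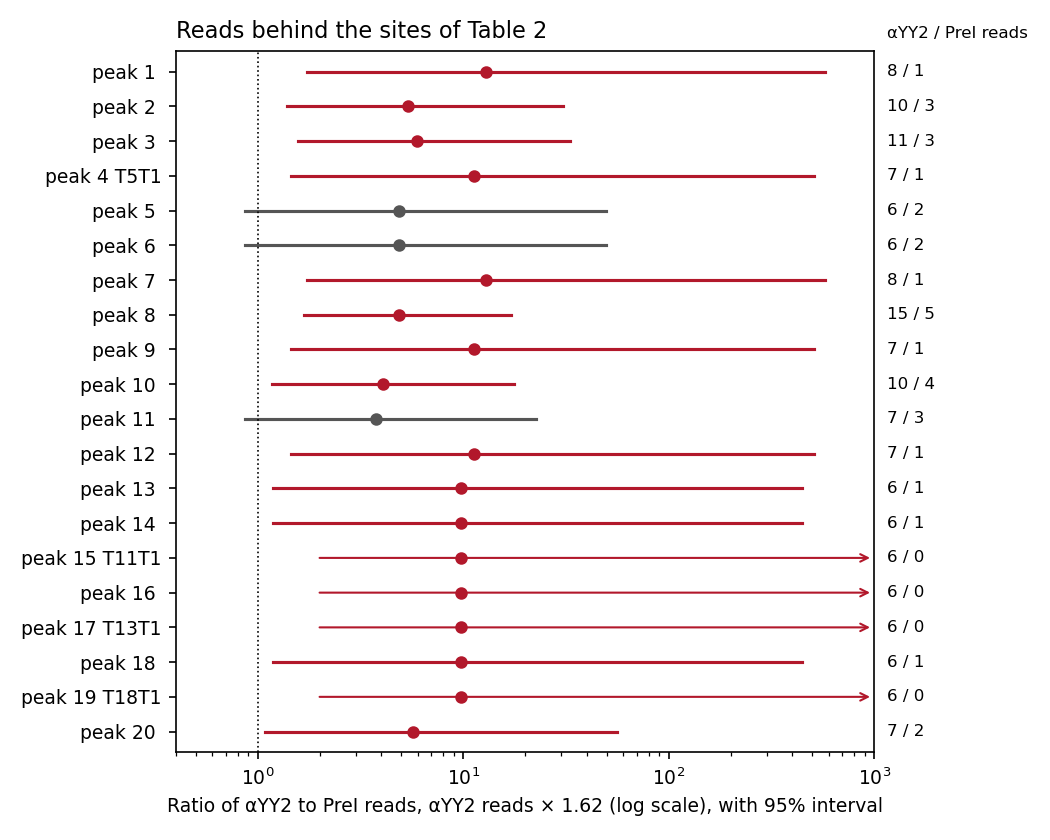
Ratio of αYY2 to PreI reads (αYY2 reads multiplied by 1.62, log scale) at the 20 peaks of Table 2, as points with 95% intervals, with the reads behind each ratio at the right. Red marks the 17 intervals that lie above 1, grey the 3 that include it, and arrows the 4 peaks with no PreI read, where the interval has no upper bound.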

The total number of peaks identified with an enrichment score higher than 2 was 483 (data not shown), while 58 peaks scored above 4 (maximum 15). 

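Every one of the 468 peaks of the combined list scored above 2, from 4.05 through a median of 4.86 to 24.3 at the peak near the U6 RNA gene. All 468 therefore also scored above 4. The scores take 27 different values, and 291 peaks share the score 4.86. It arises from 3 unique αYY2 reads against 1 or no PreI read, and also from other counts, such as 9 αYY2 and 7 PreI reads at position 241. The median peak of the list had 3 αYY2 reads and 1 PreI read. At most 1 PreI read was found at 408 peaks, and none at 180. In the list ranked by unique reads, 1628 peaks scored above 2 and 483 above 4, with the peak in Sox5 at the maximum. In the list ranked by repeated reads, 182 peaks scored above 2 and 36 above 4. Of the peaks ranked by unique reads, 25 overlapped a peak ranked by repeated reads by at least 1 bp. The combined list shared 456 peaks with the former and 32 with the latter. Without the factor 1.62, 58 peaks of the combined list scored above 4, with a maximum of 15.

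**Figure D2:**
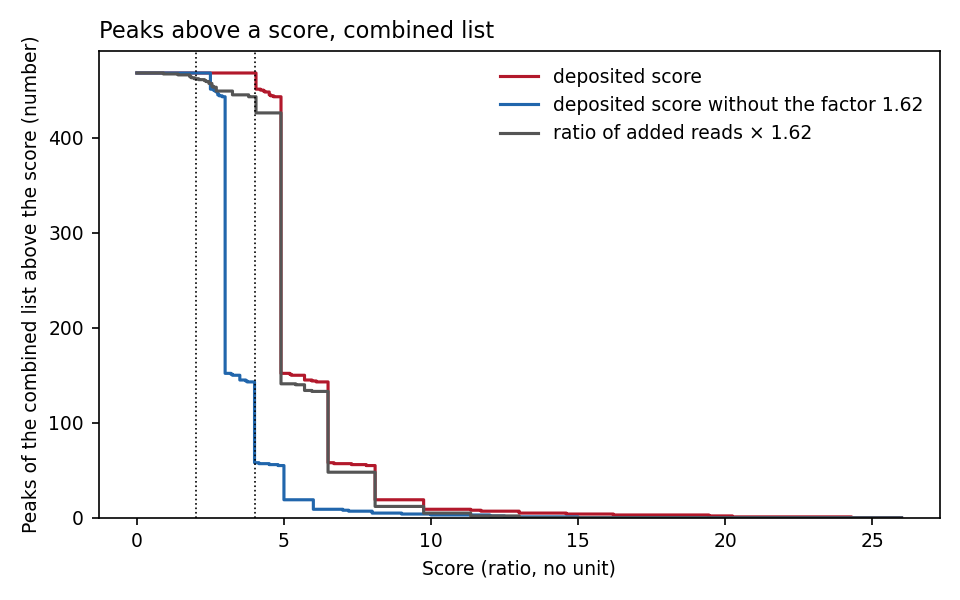
Number of peaks of the combined list above each score, for the deposited score (red), the deposited score without the factor 1.62 (blue) and the ratio of all reads added (grey). Dotted lines mark scores of 2 and 4, where the red line stands at 468 and the blue line falls from 468 to 58.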

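At the depth of these libraries, the 95% counting interval of the ratio lay above 1 at 76 of the 468 peaks of the combined list, the peaks in Sox5 and Fras1 among them. A 99% interval lay above 1 at 10 peaks. Over all 10813 windows, the 95% interval lay above 1 at 108. Splitting the reads of each window between the libraries at random gave a median of 70 (95% range 55 to 86). By the score, an excess over random splits was also found in the opposite direction. With PreI over αYY2, 291 windows passed a score of 4, against a median of 165 (95% range 142 to 188). The excess is thus not on the αYY2 side alone. The splits take the windows as given, and how these were chosen is not stated, so the splits do not exclude chance. Simulated splits then kept the total reads of each window and raised the αYY2 share in 200 windows in each of 20 simulations. An enriched window thus gained no reads in total. The 4555 windows with 1 or 2 reads could never score above 4. A 2-fold enrichment gave a score above 4 in 12.45% of the enriched windows, a 4-fold enrichment in 31.95% and an 8-fold enrichment in 44.75%. The counting interval lay above 1 in 9.38%, 20.35% and 26.4% of them. Of the windows left unchanged in the simulations of 2-fold enrichment, 3.65% scored above 4. Most enriched windows of any of these sizes stayed at or below a score of 4, in part because the totals were fixed. These shares therefore do not measure what the sequencing depth could detect for enrichment that adds reads.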

As these scores were relatively low, genome-wide coverage was probably not attained. Nevertheless, this procedure yielded a list of potential *in vivo* YY2 binding targets. 

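Mdm2, which encodes the ubiquitin ligase that limits p53, held a peak of the combined list, and Cdkl2, which encodes a cyclin-dependent kinase-like protein, was the gene nearest to peak 4 in the authors' annotation. These were the only peaks of the combined list at 12 listed genes of the cell cycle and DNA repair. No peak of that list was annotated with any of 14 listed TS cell genes (among them Cdx2, Eomes and Elf5), 6 ES cell genes, 4 genes of the YY1 family, 5 genes of X inactivation or 23 imprinted genes. The peak in Mdm2, from 117127500 to 117127600 on chromosome 10, was at position 104, 976 bp from the start site of a protein-coding transcript. It had 4 αYY2 reads and 1 PreI read, a ratio of 6.48 (95% interval 0.641 to 319). In the list ranked by unique reads, peaks were also annotated with the TS cell genes Fgfr2 and Id2, the imprinted gene Sfmbt2 and Apc, each with 2 αYY2 reads and at most 1 PreI read. In the list ranked by repeated reads, a peak in Zfp42, which encodes REX1, had 7 αYY2 and 10 PreI reads, a ratio of 1.13 (0.366 to 3.30). A peak near Tfap2c, a TS cell gene, had 3 αYY2 and 4 PreI reads, a ratio of 1.22 (0.178 to 7.18). Genes recognised by a set of names as those of small structural RNAs were the annotated feature of 15 peaks of the combined list (3.21%), 60 of the unique list and 18 of the repeated list (7.96%). These names missed 5_8S_rRNA.1, SCARNA13.2 and n-R5s63, each the feature of a peak of the combined list, so the counts are lower limits. Genes named Zfp, most of which encode zinc finger proteins, were the feature of 3, 15 and 4 peaks, and genes of tandem families such as the olfactory and vomeronasal receptors of 6, 26 and 11. The share of all deposited windows annotated with such genes was not counted, so none of these counts shows an enrichment. From the low scores, the paper reasons that coverage of the genome was probably incomplete, and it takes the list as potential targets of YY2.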

In the absence of a biological replicate dataset, we validated YY2 binding to several of the putative binding sites.

**Table 2:** Putative *in vivo* YY2 binding sites.

Peak N°	Code	Chr	Location		Features	Description
1		17	4626100	4626650	U6.463	U6 spliceosomal RNA
2		4	146794200	146794350	Gm16889	predicted gene, 16889 Gene
3		4	145702600	145702850	Gm13247	predicted gene 13247 Gene
4	*T5T1*	5	92432350	92432500	Cdkl2	cyclin-dependent kinase-like 2 (CDC2-related kinase) Gene
5		3	66084950	66085100	Veph1	ventricular zone expressed PH domain homolog 1 (zebrafish) Gene
6		18	3009150	3009250	null	
7		6	144393150	144393300	Sox5	SRY-box containing gene 5 Gene
8		8	19932850	19933000	Gm10348	predicted gene 10348 Gene
9		7	101995950	101996050	null	
10		4	146017850	146017950	Gm13051	predicted gene 13051 Gene
11		13	65753950	65754100	AC116589.1	No description
12		5	96865250	96865400	Fras1	Fraser syndrome 1 homolog (human) Gene
13		7	97373550	97373700	Ccdc83	coiled-coil domain containing 83 Gene
14		8	9597100	9597250	Fam155a	family with sequence similarity 155, member A Gene
15	*T11T1*	11	19506300	19506400	Gm12027	predicted gene 12027 Gene
16		12	92957600	92957700	Ston2	stonin 2 Gene
17	*T13T1*	13	41048000	41048100	Gcnt2	glucosaminyl (N-acetyl) transferase 2, I-branching enzyme Gene
18		15	63758200	63758300	Fam49b	family with sequence similarity 49, member B Gene
19	*T18T1*	18	34326250	34326350	U7.84	U7 small nuclear RNA
20		14	20428900	20429000	Gm5458	predicted gene 5458 Gene

High-throughput sequencing was carried out on DNA obtained from chromatin immunoprecipitations (ChIPs) carried out with αYY2 serum. Reads were mapped to the mouse genome (Version mm9, NCBI assembly M37). The table shows data related to the 20 most significant peaks based on enrichment in the αYY2 dataset compared to the control dataset. The table lists the chromosomal localization of each peak, and the nearest annotated feature in the database within a range of 100 kb. Codes used to identify *loci* in ChIP assays are indicated as well. Note that several features in the table have changed names in the mm10 version of the mouse genome (NCBI GrCm38): Gm16889 has been renamed as *C230088H06-Rik* and Gm10348 has been replaced by first *Gm17279-201* and later *Gm26804-201*.

As binding *loci* did not correspond to genes in a straightforward pattern, we assigned codes to binding sites (Table 2) without references to adjacent genes. When association was assayed using semi-quantitative PCR (Fig 3A), efficient amplification was observed using control templates for each of the *loci* analyzed (lanes NoIP), and hardly any amplification was observed for the majority of markers with PreI serum (lanes PreI). By contrast, we observed reproducible association of YY2 to the *T13T1* and *T18T1 loci*, as opposed to an intergenic fragment in chromosome 6 (data not shown) and the *Gapdh* promoter (Fig 3A), which were not amplified above background. Enrichment of binding sites in ChIP assays was also measured by qPCR. We calculated a reproducible 2 fold enrichment of the *T18T1 locus* in chromatin immunoprecipitated using αYY2 in TS cells (Fig 3B). Weak but reproducible enrichment was also detected for *T11T1* and *T13T1* sites (Fig 3B). This enrichment was observed irrespective of its representation as fold enrichment (Fig 3B) or as percentage of input chromatin (Fig 3C). These results validate the peaks identified as putative YY2 binding sites in TS cells (Table 2).

**Fig 3:**
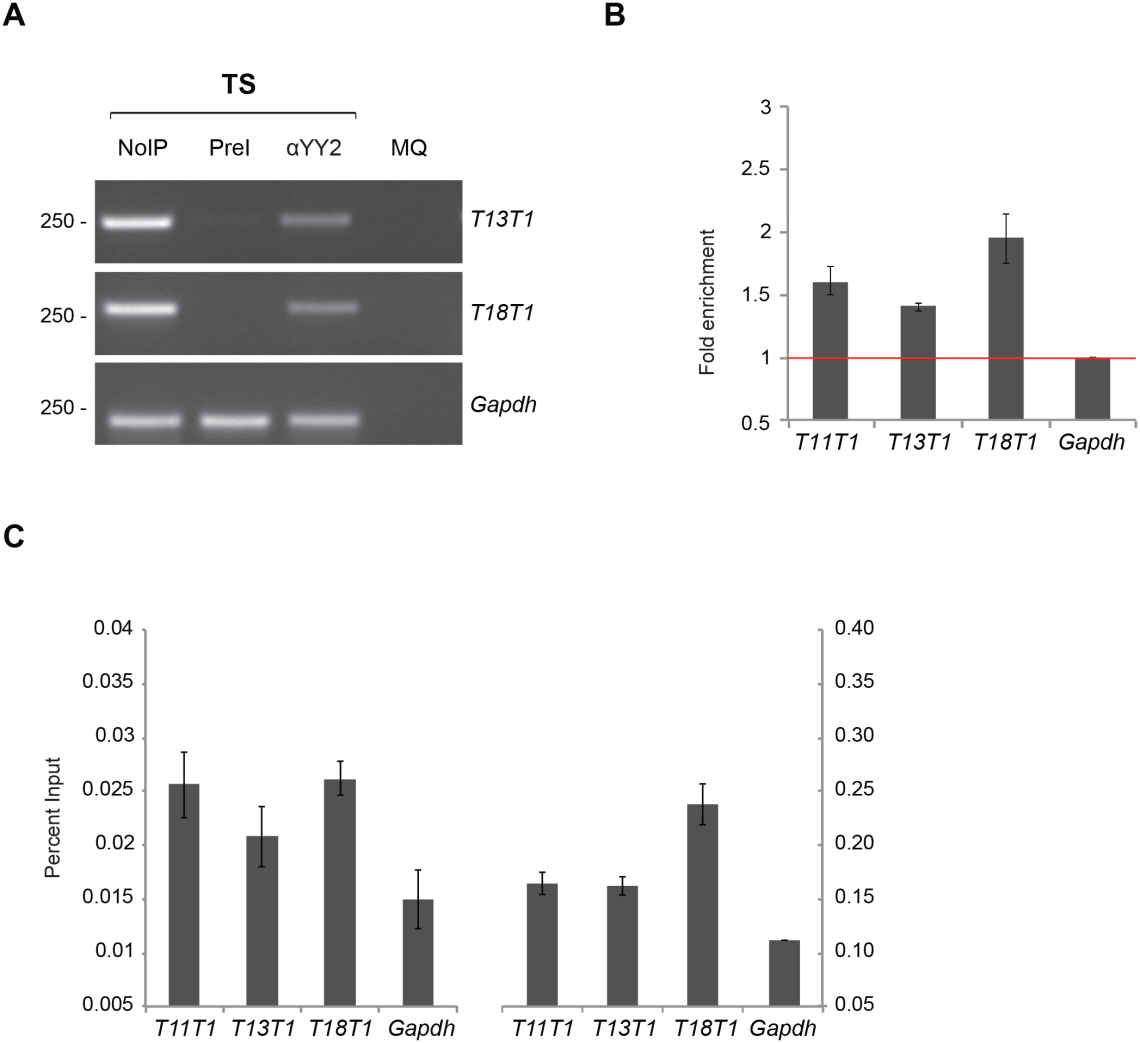
YY2 binding to genomic targets. (A) Semiquantitative PCR and (B) qPCR to validate YY2 association in TS cells to peaks identified by sequencing (Table 2). (A) EtBr stained gel shows PCR products of the genomic regions immunoprecipitated by YY2 (αYY2). Preimmune serum (PreI) was used as a control. Purified chromatin extract from the lysate was used to confirm amplicons. MQ, reactions without input DNA served as a negative control. *Gapdh* promoter was used as a reference gene. (B) Association of YY2 in TS cells to potential genomic targets (Table 2) was assessed by *locus*-specific qPCR analysis after chromatin immunoprecipitation using αYY2, or preimmune serum (PreI) as a control. The *Gapdh* promoter is included as a negative control. The amount of immunoprecipitated DNA as a percentage of input DNA was recalculated as fold association normalized to the *Gapdh* promoter. Error bars represent SEM. (C) As B, data is represented directly as a percentage of input DNA. Each panel represents an independent experiment.

### Absence of YY1 association to *in vivo* YY2 binding sites

All validated YY2 binding sites (Fig 3B) were taken from the top 20 binding sites according to enrichment score (Table 2). 

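T5T1, T11T1, T13T1 and T18T1 are peaks 4, 15, 17 and 19 of Table 2. T13T1 lies in an intron of Gcnt2, which encodes an enzyme that branches the sugar chains of the I blood group antigen. T5T1 lies beside Cdkl2, and T11T1 and T18T1 lie between genes. T5T1, from 92432350 to 92432500 on chromosome 5, had 7 αYY2 reads, 2 of them repeated, and 1 PreI read, which is repeated. Its ratio is 11.3 (95% interval 1.46 to 511). T11T1 (chromosome 11, 19506300 to 19506400), T13T1 (chromosome 13, 41048000 to 41048100) and T18T1 (chromosome 18, 34326250 to 34326350) each had 6 unique αYY2 reads and no PreI read. The interval of the ratio starts at 1.91 for each of these 3 sites and has no upper bound. Their deposited score of 9.72 counts 0 PreI reads as 1. The primer pairs of the 4 sites each match mm9 at 1 place, and each amplicon overlaps its peak. The amplicons run from 92432465 to 92432570 for T5T1, from 19506174 to 19506339 for T11T1, from 41047999 to 41048223 for T13T1 and from 34326298 to 34326527 for T18T1. The sequence of T5T1 is a tandem repeat, in which the 25 bp unit TGCAGCAGTGACATCATCTCTTCAG is present 3 times without a change. The sequence of T11T1 is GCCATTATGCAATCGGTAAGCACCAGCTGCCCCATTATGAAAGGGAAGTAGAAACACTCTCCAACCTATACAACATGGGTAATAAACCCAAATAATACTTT. That of T13T1 is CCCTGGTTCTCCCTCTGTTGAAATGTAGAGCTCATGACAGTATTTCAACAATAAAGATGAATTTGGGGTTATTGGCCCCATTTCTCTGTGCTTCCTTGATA. That of T18T1 is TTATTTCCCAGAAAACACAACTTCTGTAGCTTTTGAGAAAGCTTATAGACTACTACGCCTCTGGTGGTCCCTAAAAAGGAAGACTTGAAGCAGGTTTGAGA.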

We searched the combined sequences in this list of 20 for a potential YY2 binding motif. Analysis revealed the presence of a consensus binding site ANAGAAGTGG (N indicating any residue), shown as a sequence logo in Fig 4A. This motif is present in all 20 sequences analyzed with a P-value ≤ 7.38e-04, (data not shown). Furthermore, this motif shares similarity with an AANATGG motif identified previously *in vitro* [1]. This data suggests that the sequences identified are bound directly by YY2 protein at a defined motif.

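The consensus ANAGAAGTGG occurs without mismatch at peak 5, in an intron of Veph1, where ACAGAAGTGG lies from 66085053 to 66085062 on chromosome 3. It occurs with 1 mismatch at peak 1 (ACAGAAGTGT), peak 16 in Ston2 (ATAGAAGGGG), T13T1 (AGAGAAATGG) and T18T1 (ACAGAAGTTG). T5T1 (CCAGAAGTGC) and T11T1 (AGGGAAGTAG) are among the 12 sites with 2 mismatches. Peaks 6, 8 and 12 have 3. Over both strands, 17 of the 20 sites thus hold the motif with at most 2 mismatches, and 20 hold it with at most 3. Sequences of the same lengths were drawn at random 10000 times from the same chromosomes of mm9, matched on GC content within 2 percentage points. In these draws, a median of 9 of 20 sequences (95% range 5 to 13) held the motif with at most 2 mismatches, and 19 (17 to 20) with at most 3. With at most 1 mismatch, 5 of the 20 sites held it, against a median of 1 (0 to 4). The mismatches summed over the 20 sites came to 37, against a median of 50 (44 to 56). The consensus was derived from these same 20 sites, whereas the random sequences were not searched for a motif of their own. When 500 random sets were searched for their best motif of this form, it was shared by a median of 17 of 20 sequences (16 to 19).

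**Figure D3:**
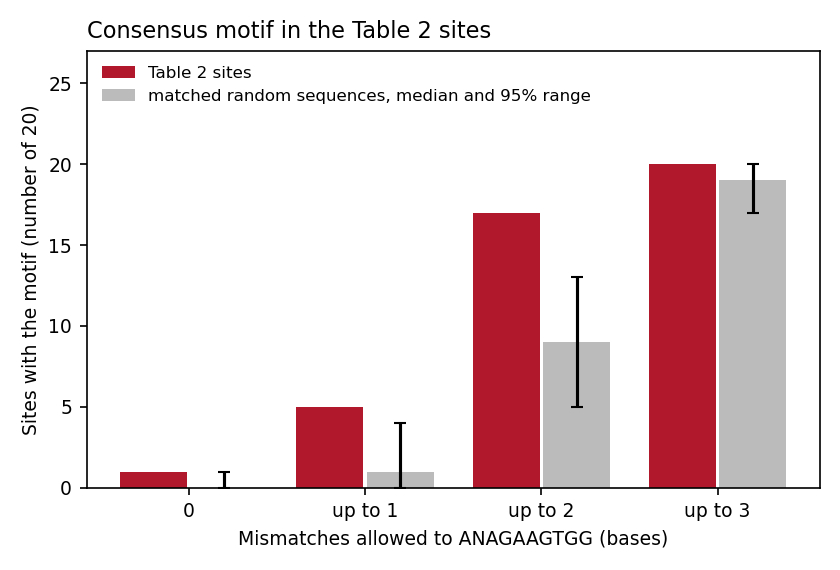
Number of the 20 Table 2 sites (red) that hold ANAGAAGTGG on either strand with up to 0, 1, 2 or 3 mismatches, beside the median and 95% range of random sequences matched on length, chromosome and GC content (grey). The sites stand at 1, 5, 17 and 20 and the random medians at 0, 1, 9 and 19.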

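Of the 20 sites, T11T1 alone holds AANATGG without mismatch. In the matched random sequences, a median of 2 of 20 (95% range 0 to 6) held it. With at most 1 mismatch, 16 sites and a median of 16 random sequences (13 to 19) held it. Over the combined list, 49 of the 468 peaks (10.5%) hold AANATGG, against a median of 47 (34 to 59) in draws of 468 windows from all deposited windows. Neither CGCCATNTT, AAGATGGCG nor AAAATGGCTG, motifs that the paper cites for YY1, YY2 or REX1, occurs at any of the 20 sites with fewer than 2 mismatches. In the random sequences, a median of 1 of 20 (0 to 4) held CGCCATNTT with at most 1 mismatch, and a median of 0 (0 to 2) held each of the others. With at most 2 mismatches, 10, 2 and 0 sites held these 3 motifs in turn, against medians of 11 (7 to 15), 5 (2 to 9) and 4 (1 to 7).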

**Fig 4:**
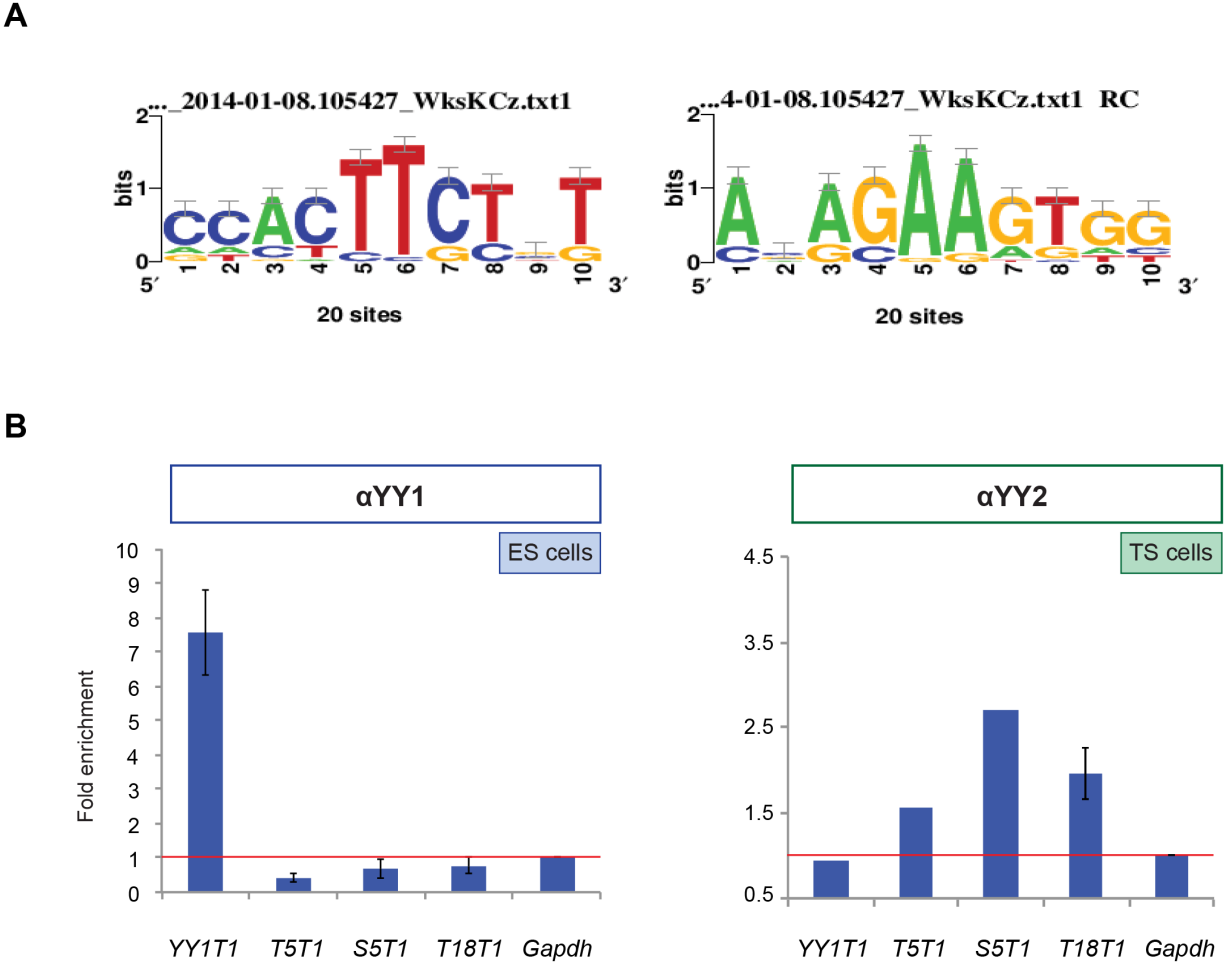
Association of YY1 and YY2 to chromatin. (A) A motif enriched in the genome wide YY2 ChIP-seq peaks is depicted as a sequence logo. Data from the top 20 peaks were analyzed as described in M&M. (B) Association of YY1 (in ES cells) or YY2 (in TS cells) to genomic targets was assessed as described in the legend to Fig 3B, using either αYY1 (left panel) or αYY2 serum (right panel). Codes for genomic targets analyzed refer to a YY1 genomic target (*YY1T1*) and several YY2 target genes (*T5T1*, *T18T1*) from Table 2 (see text for *S5T1*). The data in the left panel represent the average of three independent experiments ± SEM. The right panel shows the results of a typical experiment out of several performed, except for *T18T1*, multiple replicates performed.

As YY2 shares high homology in the DNA binding zinc fingers with YY1 [1], we tested their mutual binding to several of the putative binding sites for YY2 identified in TS cells (Fig 4 and Table 2). In addition, a binding site *S5T1* with a rather low enrichment score (position 455) was also included as it obtained the maximum score when only reads mapping to multiple locations in the genome were taken into account. 

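Speer4e and Speer7-ps1 belong to the Speer family, tandem copies on chromosome 5 named for spermatogenesis-associated proteins rich in glutamate. The highest score in the list ranked by repeated reads is that of a window 16721 bp upstream of Speer4e, from 14955150 to 14955250. Inside Speer7-ps1, which is annotated as a lincRNA gene from 15186528 to 15220414, a window is at position 451 of the combined list. The window upstream of Speer4e had 8 repeated αYY2 reads and 1 repeated PreI read, and also 5 unique PreI reads and no unique αYY2 read. Its ratio over all reads is 2.16 (95% interval 0.657 to 7.55), and it is in neither the combined list nor the list ranked by unique reads. The window in Speer7-ps1, from 15211350 to 15211450, had 18 αYY2 and 11 PreI reads, a ratio of 2.65 (1.19 to 6.21), and a score of 4.16. It is at position 43 among the repeated reads. Other windows of Speer7-ps1 are at positions 3 and 10 there, with scores of 8.91 and 5.95. The primer pair of S5T1 matches chromosome 5 at 5 places, 1 of which, from 15216535 to 15216639, lies in Speer7-ps1. Windows that overlap these amplicons number 3 and have a ratio of 1.03 (0.665 to 1.59). Within 500 bp of the amplicons lie 9 windows, with a ratio of 0.709 (0.515 to 0.968). Among all deposited windows with at least 100 reads, the median ratio was 0.741, so a ratio below 1 is not particular to this site. From the 3′ end of Speer4e to the end of Speer7-ps1, 193 windows held 1656 repeated αYY2 and 2618 repeated PreI reads, a ratio of 1.02 (0.963 to 1.09). A read that maps to several copies was placed at random, so these reads do not tell which copy they came from.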

We carried out ChIP assays in combination with *locus*-specific qPCR as before, using either αYY2 or αYY1. Enrichment of particular *loci* was normalized against the *Gapdh* promoter (Fig 4B). As a control, we used a YY1 binding site identified in genome-wide location analysis of YY1 in ES cells [34]. Using αYY2 to corroborate YY2 binding, we calculated reproducible enrichment of several YY2 binding sites, including *T5T1*, *S5T1* and *T18T1*. In ES cell-derived chromatin immunoprecipitated using αYY1 (Fig 4B), we obtained a 7–8 fold enrichment of the *YY1T1* control *locus*, as opposed to the negligible enrichment of YY2 target sites. These results demonstrate mutually exclusive binding of YY1 and YY2, and suggest that *in vivo* binding sites for YY1 and YY2 differ, in line with subtle differences encountered in the consensus binding site *in vitro* [1, 3].

### Expression of putative YY2 targets as a function of *Yy2* levels

While YY2 selectively binds to IAP and MERVL retroviral elements in TS cells ([10]; Fig 2B), potential changes in the expression levels of these retrotransposons as a function of *Yy2* levels have not been addressed so far. We compared the expression levels of these elements between control TS cells and TS cells that carry shRNA-expressing vectors to attenuate *Yy2* expression levels. While *Yy2* levels were severely reduced under these conditions and represented only 20% of the levels detected in control cells (Fig 5A), we detected only minor differences between the expression levels of either *IAP* or *MERVL* in *Yy2*-depleted TS cells (Fig 5B).

**Fig 5:**
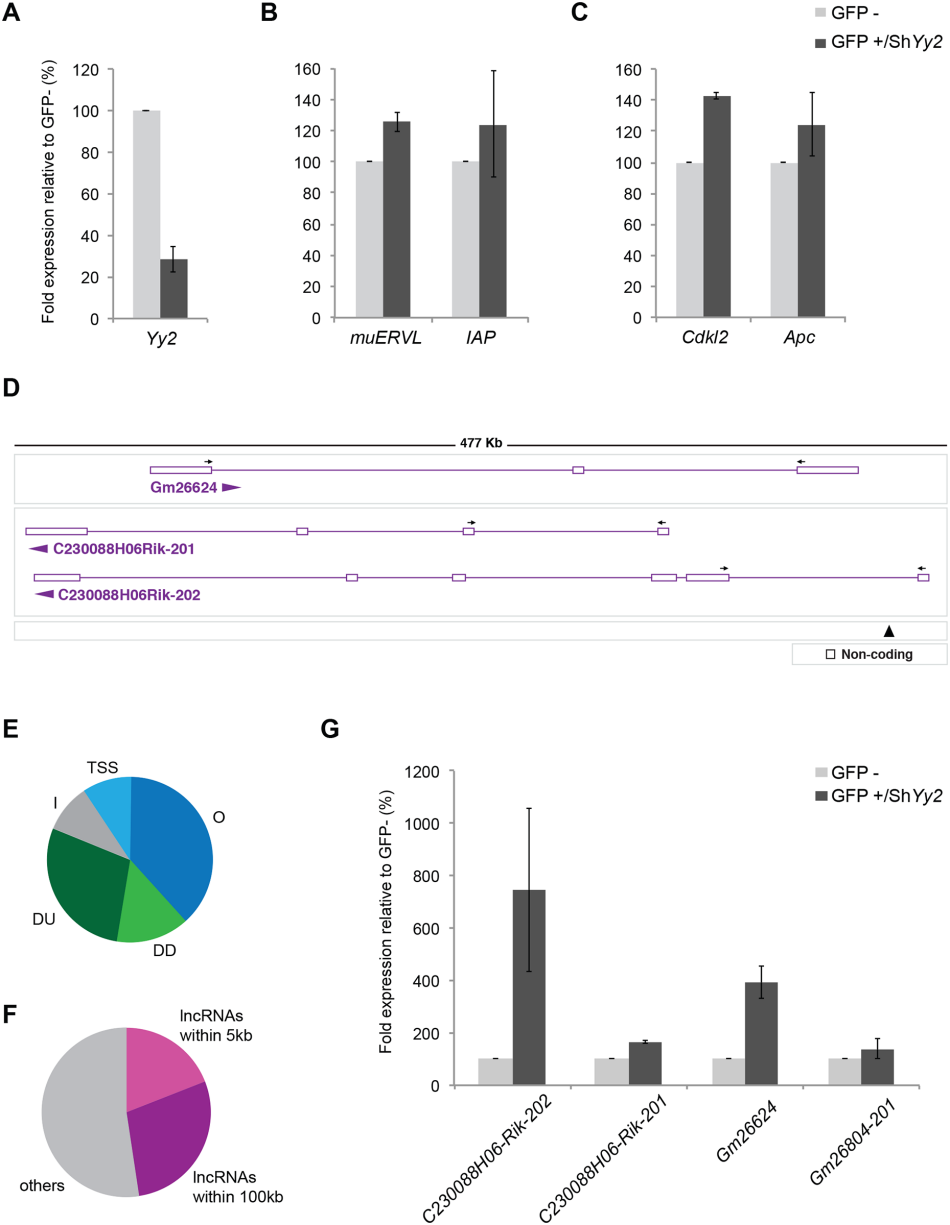
Expression analysis of genes associated with YY2 binding sites. (A-C) Gene expression levels in TS cells with attenuated *Yy2* levels. Cells were sorted by FACS after transfection with plasmids co-expressing shRNAs and GFP. Expression of either *Yy2* itself A, or of putative YY2 target genes B, C was compared between cells expressing a sh*Yy2* sequence (GFP+/Sh*Yy2*) and control cells (GFP-). All qPCR data were calculated using *Gapdh* as a reference gene and values are expressed relative to GFP-negative ES cells from the same experiment (100%). Data shown represent the average of two or more independent experiments ± SEM. No gene expression differences were observed between GFP positive and negative cells transfected with a construct carrying a non-specific shControl sequence. (D) Representation of a lncRNA locus analyzed on Chromosome 4 (GRCm38 Chr4:147018235–147491046). The primers utilized and the direction of transcription of the different transcripts is indicated with arrows and horizontal arrowheads, respectively. The location of the relevant YY2 peak number 2 (Table 2) is indicated with an arrowhead. (E) Localization of the 21 YY2 binding sites identified in TS cells. Peaks are grouped according to the location relative to transcribed annotated features in the database (NCBIM37).
TSS: within 2500 bp of a transcription start site;O: overlapping feature;DU: distal and upstream to TSS;DD: distal from TSS and downstream of transcribed feature;I: intergenic DNA at 100 kb from nearest annotated feature (F) Association of peaks with lncRNA genes. The graph shows the YY2 binding sites that map within 5 kilobases with respect to the nearest lncRNA gene (lncRNA within 5 kb), within 100 kilobases with respect to the nearest lncRNA gene (lncRNA within 100 kb) and other sites. (G) Expression levels of lncRNAs associated with YY2 binding sites (indicated in D) in *Yy2*-attenuated TS cells as described in A-C.

Among the genes associated with YY2 peaks (Table 2) are the cell-cycle regulators *Cdkl2* (peak 4) and *Apc* (peak 19), with binding sites at 2.6 kb and 54.5 kb upstream of the Transcription Start Site (TSS), respectively. 

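Cdkl2 is transcribed from the minus strand of chromosome 5, between 92472068, its start, and 92435100. Peak 4 lies 2600 bp beyond the 3′ end of the gene, 39.6 kb from its start and 14422 bp from the start of the nearest Cdkl2 transcript. It also lies in an intron of Gm15710, annotated as a pseudogene. Apc, which encodes the adenomatous polyposis coli tumour suppressor, lies on the plus strand of chromosome 18, from 34380578 to 34481843. Peak 19 lies 54.2 kb upstream of its start, and the nearest annotated gene, 22182 bp away, encodes a U7 small nuclear RNA. Inside Apc, a window from 34411200 to 34411300 is in the list ranked by unique reads with 2 αYY2 reads and no PreI read, a ratio whose 95% interval starts at 0.304. These distances were measured on the GENCODE annotation of mm9.

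**Figure D4:**
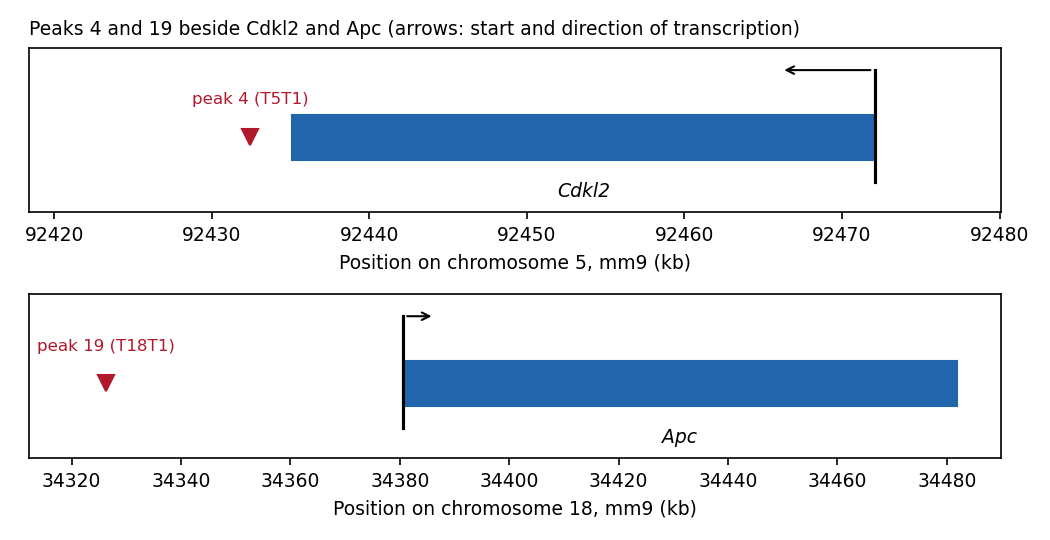
Positions (kb, mm9, to scale) of peak 4 and Cdkl2 on chromosome 5 and of peak 19 and Apc on chromosome 18; blue bars are the genes, arrows their start and direction of transcription, and red triangles the peaks. Peak 4 lies past the 3′ end of Cdkl2, by 2600 bp, and peak 19 lies 54.2 kb before the start of Apc.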

To establish a direct functional link between YY2 protein binding and gene regulation, we compared the mRNA expression levels of these genes in TS cells with attenuated levels of *Yy2*. We detected only small differences in expression levels of either protein-coding genes *Cdkl2* and *Apc* upon *Yy2* depletion (Fig 5C).

### *In vivo* YY2 binding sites linked to lncRNA genes

We surveyed the most significant YY2 binding sites (S2 Table and Fig 5E) for genes nearby. To the 20 peaks identified by the highest combined number of unique and repeated reads (Table 2) we added a site in the *Speer7-ps1 locus* (indicated as *S5T1*) that obtained the maximum score when only reads mapping to multiple locations in the genome were taken into account. Surprisingly, these binding sites were not confined to or preferentially located in gene promoters of protein-coding genes as might be expected [3, 7]. 

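The start site closest to any of the 21 sites is that of a transcript of Ston2, which encodes an endocytic adaptor, 5186 bp from peak 16. Start sites within 10 kb were also found for peaks 3, 10 and 20, those of the predicted genes Gm13247, Gm13036 and 4930469B13Rik. No site had a start site within 2.5 kb, and the median distance was 23.7 kb. In the whole combined list, 75 of 468 peaks (16.0%, Clopper-Pearson 95% interval 12.8 to 19.7) lay within 2.5 kb of a start site. This was the case for 18.7% of all deposited windows and for 9.73% of 10000 random positions of the genome. A protein-coding transcript started within 2.5 kb of 61 of the peaks (13.0%), against 14.2% of all deposited windows and 7.21% of random positions. The counting interval of the ratio lay above 1 at 6 of these 61 peaks, and at 76 of the 468 peaks of the whole list. The 6 are at Tada2a, F12, Mylpf, Ank1, Xpo1 and Cd300lh, which were singled out after their values had been seen.

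**Figure D5:**
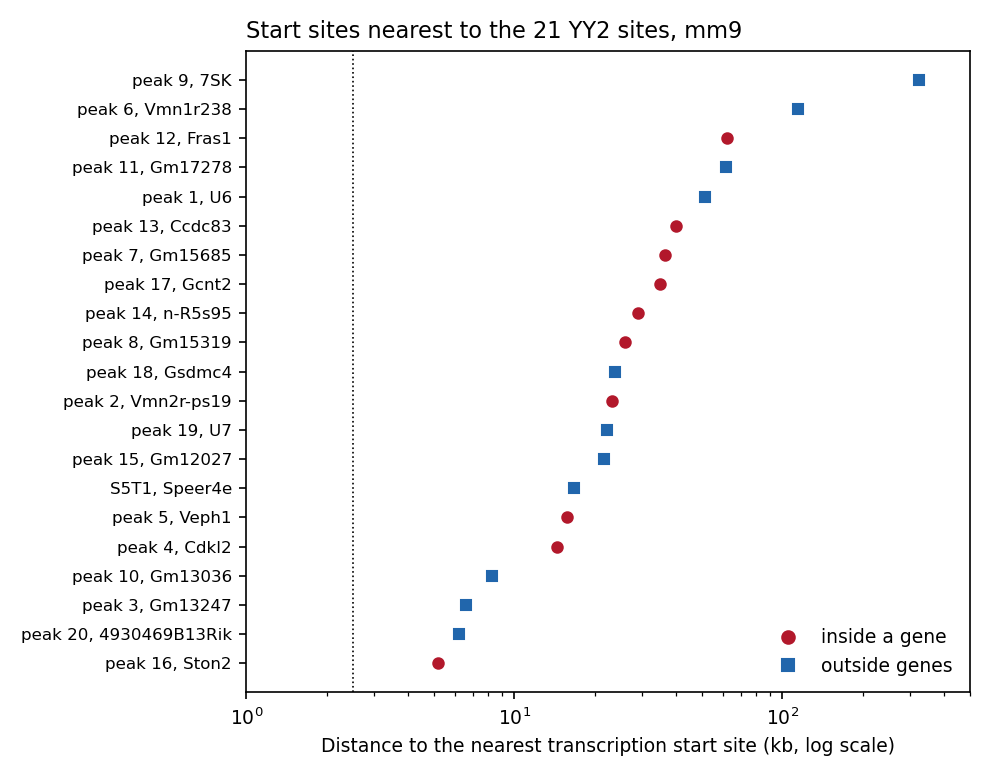
Distance (kb, log scale) from each of the 21 sites to the nearest annotated transcription start site in mm9, with the gene of that start site. Circles are sites inside a gene and squares sites outside genes; all 21 lie to the right of the dotted line at 2.5 kb, the closest at 5186 bp.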

Only two of these 21 peaks mapped within kilobases (kb) of the nearest TSS (S2 Table and Fig 5E). Among the most significant peaks surveyed (S2 Table), several (eight) are located overlapping transcribed sequences, invariably far away from TSS (average distance around 70 kb). 

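Sites inside genes numbered 10 of the 21 in the GENCODE annotation, and each of them is in an intron. The introns of Veph1, Sox5, Fras1, Ccdc83, Fam155a, Ston2 and Gcnt2 hold 7 of them, and the other 3 are peaks 2, 4 and 8, in non-coding genes or a pseudogene. Their median distance to the nearest start site was 27.3 kb. The start of the gene itself was nearest at Veph1 (15.7 kb) and farthest at Sox5 (337 kb). It lay at 40.2 kb for Ccdc83, 62.3 kb for Fras1, 69.1 kb for Ston2, 92.5 kb for Gcnt2 and 174 kb for Fam155a. In the combined list, 254 of 468 peaks (54.3%, 95% interval 49.6 to 58.9) overlapped a gene, against 52.7% of all deposited windows and 40.8% of random positions. An exon was overlapped by 43 of the peaks (9.19%).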

Other sites were located (far) downstream of transcribed genes (3/21), far upstream (6–60 kb, 6 sites) or more than 100 kb away from annotated features (2/21) (Fig 5E). 

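Outside genes, 7 sites lay upstream and 4 downstream of their nearest gene, by the strand of that gene. These counts include peak 9, upstream, and peak 6, downstream, which the paper counts apart as lying beyond 100 kb. Peak 18 lies downstream of Fam49b, 2352 bp beyond its 3′ end, and T11T1 lies 20364 bp downstream of the lncRNA gene Gm12027. Peak 3 lies 6588 bp upstream of Gm13247, and peak 1 lies 51370 bp upstream of the U6 gene. No gene was annotated within 100 kb of 2 sites. These are peak 6, 113205 bp from the vomeronasal receptor gene Vmn1r238, and peak 9, 324324 bp from a gene of the 7SK RNA.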

Interestingly, four out of 21 binding sites are located either overlapping lncRNA genes or less than 5 kb away (S2 Table and Fig 5F). In addition, six more lncRNA genes are located within a 100 kb range of putative binding sites (Fig 5F). 

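Peaks 2 and 8 lie in introns of lncRNA genes, and T13T1 lies 3683 bp from the lincRNA gene A730081D07Rik. These are the 3 of 21 sites within 5 kb of a gene annotated as lincRNA or processed transcript. Such a gene lay between 5 and 100 kb from 7 other sites. For peak 3 it is Gm17565, at 13655 bp, and for peak 16 it is Gm16876, at 25570 bp. Peak 7 has Gm15685 at 36445 bp, peak 4 has Gm9793 at 39590 bp, peak 11 has Gm17278 at 61453 bp and peak 13 has 2310010J17Rik at 95566 bp. The last of the 7 is T11T1. In the combined list, 182 of 468 peaks (38.9%, 95% interval 34.4 to 43.5) lay within 100 kb of an lncRNA gene, against 38.6% of all deposited windows and 22.5% of random positions. Within 5 kb lay 39 peaks (8.33%, 5.99 to 11.2), against 9.70% of the windows and 3.70% of random positions. In the list ranked by repeated reads, 43 of 226 peaks (19.0%, 14.1 to 24.8) lay within 5 kb of an lncRNA gene, against 20.4% of the 2232 windows with repeated reads. The Speer cluster holds 25 of the 226, and outside it the shares were 18.9% and 20.5%. A gene was overlapped by 36.7% of the 226 peaks and by 41.8% of the windows with repeated reads.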

LncRNAs are a vast group of RNA molecules generally longer than 200 nucleotides that do not encode proteins [35–37]. They are polyadenylated, and may undergo post-transcriptional processing (5’ capping, splicing). While they are generally not highly expressed, they contribute to tissue- and cell-type specific as well as imprinted gene expression [36, 38].

In view of the prominent association of YY2 binding sites with lncRNA genes, we decided to include several of such genes in our analysis. 

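Gm16889 and Gm17317 are lincRNA genes on chromosome 4 that overlap and are transcribed in opposite directions, Gm16889 from the minus strand (146392344 to 146866310) and Gm17317 from the plus strand (146510387 to 146831128). Peak 2, from 146794200 to 146794350, lies in an intron of each of them. It had 10 αYY2 and 3 PreI reads, a ratio of 5.40 (95% interval 1.39 to 30.5). Between 146382344 and 146876310, a region with both genes, 38 windows held 181 αYY2 and 318 PreI reads, a ratio of 0.922 (0.764 to 1.11). Peaks of the combined list in this region number 2. Peak 8 lies in an intron of the lincRNA gene Gm17279, on the plus strand of chromosome 8 from 19888055 to 20016359. On the minus strand, it lies in introns of the non-coding genes 2610005L07Rik and AC152164.1, and 242 bp beyond the 3′ end of the protein-coding gene Gm15319.

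**Figure D6:**
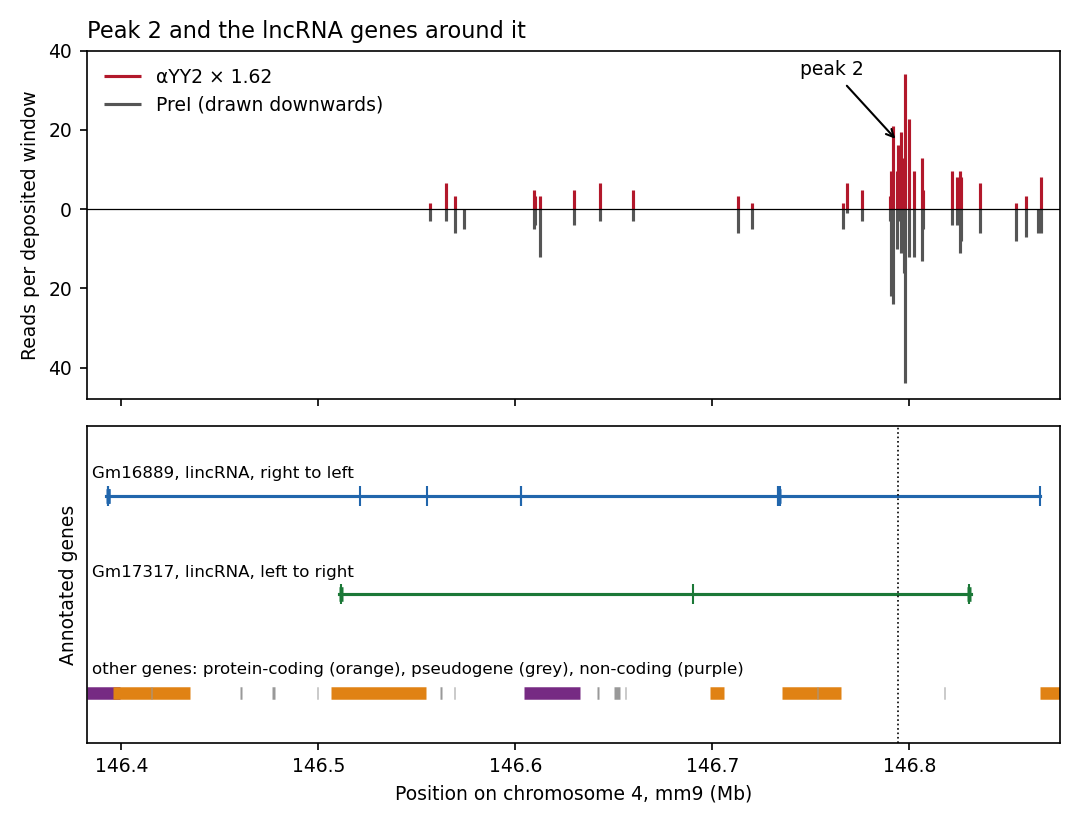
Reads per deposited window around peak 2 (top; αYY2 reads multiplied by 1.62 upwards, PreI reads downwards) and annotated genes (bottom; thick marks are exons) on chromosome 4 of mm9, in Mb. The dotted line marks peak 2, which lies between exons of both Gm16889 and Gm17317.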

Peak 2 (Table 2) overlaps three different lncRNAs transcribed in different directions (Fig 5D); peak 8 overlaps the transcribed region of a lncRNA named *Gm26804-201* (referred to as *Gm17279* in Table 2). We tested the expression levels of all these genes in *Yy2*-depleted TS cells. While the levels of *C230088H06-Rik-201* and *Gm26804-201* were independent of *Yy2* levels, the expression levels of *C230088H06-Rik-202* and *Gm26624* were significantly induced in the absence of *Yy2* (Fig 5G). These studies establish a functional link between YY2 protein binding and regulation in *cis* of expression of selected lncRNA genes.

## Conclusions

1. YY2 is expressed at high levels in two cell types representative of blastocyst stage embryos i.e. embryonic stem cells and in trophoblast stem cells.
2. YY2 binding to endogenous retroviral-like elements is not confined to TS cells and largely independent of REX1.
3. We have mapped *in vivo* YY2 binding sites in mouse (trophoblast stem) TS cells.
4. YY2 binding sites identified share a consensus binding motif. This motif is related to but different from reported *in vivo* binding sites for YY1.
5. Based on the analysis of a limited number of binding sites, YY2 association *in vivo* is distinct from YY1.
6. The expression levels of several lncRNAs linked to YY2 binding sites are moderately affected by *Yy2*-deficiency, suggesting regulation by YY2.

## Discussion

Consistent with the presence of YY2 in both ES and TS cell lines, we show that YY2 is associated *in vivo* with selected transposable retroviral elements (RE) in both cell types. Independent of the cell type assayed, we detected the highest levels of enrichment in ChIP assays for IAP (Fig 2). Although binding of the zinc finger domain of YY2 (as a GST-fusion) to a target *in vitro* was methylation-sensitive [1], IAP elements are reportedly methylated up to 90% in both ES [39] and TS cells [40]. The YY2 binding to IAP elements we observe might therefore be restricted to binding sites without GC dimers or to non-methylated copies of IAP. Despite the robust binding of YY2 to IAP elements we detected in both ES and TS cells (Fig 2), no changes in IAP levels were detected in cells with attenuated levels of *Yy2* (Fig 5B). Therefore, YY2 binding to IAP elements may serve to either prime posterior regulation, or be functionally secondary to other regulation mechanisms.

Apart from IAP, we also found a weaker association of YY2 to MalR/Orr1 elements (Fig 2), suggesting a potential role in their regulation. In addition to the role of YY1 in transcription of HERVK [41], YY1 was recently shown to be involved in the regulation of MMLV silencing in embryonic cells [42]. The new data we present here are consistent with the importance of YY1-family proteins in the epigenetic control of retroviral elements scattered over the genome in mammals, although no formal proof for YY2-dependent regulation of RE/ERV is available. It is still unclear whether the binding of YY2 to RE and IAP elements is cooperative, complementary or competing with REX1 and YY1. The absence of a major de-regulation in MERVL and IAP expression in *Yy2*-depleted TS cells could be due to overlapping functions of YY1-family members in regulation of RE, although binding affinities may be different for different factors and in different cell types.

We report novel YY2 binding sites in chromatin *in vivo*, identified as those sites most enriched in ChIP assays. We specifically assayed YY2 as opposed to YY1, as the YY2 serum used does not cross-react with YY1 (S2 and S3 Figs). Enrichment was determined after deep sequencing and compares reads identified in assays carried out using αYY2 serum with control assays using preimmune serum. The relatively low number of highly enriched sites (and the low probability scores associated) precludes the rigorous identification of genome-wide YY2 binding sites. Nevertheless, our approach method proved valid, as sites were easily confirmed in binding assays (Fig 3), and a consensus binding motif could be extracted (Fig 4A). Moreover, attenuation of *Yy2* levels in TS cells resulted in deregulated expression of at least a subset of genes associated with selected putative YY2 binding sites (Fig 5G). In HeLa cells, gene sets identified in expression microarrays that responded to *YY1* and *YY2* knock-down turned out to be largely overlapping [8]. Subtle differences were described however, as *YY1* controls more genes involved in proliferation, cytokinesis and DNA damage repair [7, 8], while attenuation of *YY2* levels reversed the YY1-depletion induced loss of proliferation and improved cell survival after UV damage [8]. No members of these gene sets appear in our analysis. We provide a list of novel putative YY2 binding sites, which may control genes not regulated by YY1. Whether these *loci* influence differentiation or tissue-specific gene expression in TS cells or in placental derivatives remains to be addressed by detailed functional analysis.

YY1 and its relative YY2 are mostly studied in the context of promoter regulation of target genes [3, 7], although a good portion (26,1%) of YY1 binding sites defined in mouse myoblasts reside in intergenic regions [43]. A survey of the 21 most significant YY2 binding sites identified in this manuscript (S2 Table; Fig 5E and 5F) suggested however that they were not confined to or preferentially located in gene promoters. It remains a possibility that YY2 is involved in long-range regulation as opposed to control of gene promoters. Alternatively, target genes in TS cells may differ from those in more differentiated cells with acquired tissue specificity. Initial searches for annotated features associated with putative YY2 binding sites in a range of 100 kb revealed the presence of protein-coding genes in 12 out of 21 cases (S2 Table). Within the same 100 kb range, ten out of 21 binding sites are associated with lncRNA genes (S2 Table and Fig 5F). Furthermore, expression analysis in TS cells with attenuated levels of *Yy2* revealed altered expression of selected lncRNA genes associated with binding peaks (Fig 5G). In light of our combined mapping and expression data, we suggest that YY2 might serve a more prominent role in regulation of non-protein coding genes. This hypothesis is not unprecedented, as YY1 frequently binds lncRNA genes in ES cells [38] and contributes to regulation of lncRNAs in skeletal myogenesis [35].

YY2 had been previously shown to bind *in vitro* to some but not all YY1 binding sites [3, 4]. Moreover, selection of duplex DNAs of randomized sequence for binding to zinc finger domains, yielded oligonucleotides with the same CGCCATNTT consensus motif for both YY1 and YY2 binding [1]. Based on this result and *in vitro* binding assays it was concluded that the overall DNA-binding patterns of YY1 and YY2 are similar. The putative YY2 binding sites reported here share a consensus motif ANAGAAGTGG, similar to but not identical to consensus motifs defined for YY1 *in vivo*. An AAGATGGCG motif was defined for cell-type-specific binding of YY1 [44]. We defined a consensus AAAATGGCTG for *in vivo* REX1 binding sites in mouse ES cells [33]. All such binding sites for YY1, YY2 and REX1 share the variant A/GAA/GG/ATGG(C) core. We would suggest therefore, that the small difference in the zinc finger region of each protein contributes to the preferred binding of either factor to a slightly distinct binding site. Of course, binding specificity may be fine-tuned by additional factors. The association with other DNA binding proteins co-determines binding affinity, allowing for unique interactions guided by the distinct amino termini of each protein [45]. The epigenetic status of the binding site may contribute, as already shown for methylation in case of YY1 [1]. Our data suggest that YY2 binding sites *in vivo* are distinct and separable from YY1 binding sites. The novel *in vivo* YY2 binding sites identified may form the basis for future studies aimed at defining unique functions of YY2.

## Supporting Information

S1 Fig Specificity of polyclonal serum towards YY2. (A) Western blots using αYY2 serum to detect GST-YY2 fusion protein, after pre-incubation with YY2 or REX1 fusion proteins, in the amounts indicated as molar excess. A band corresponding to GST-YY2 (GST-N-YY2) is marked with an arrowhead. Migration of molecular weight standards is indicated to the right. (B) Indirect immunofluorescence detection of YY2 (green) in confocal sections of 293T cells (Top panels) or HA-YY2 transfected 293T cells (lower panels). Nuclei were counterstained with DAPI as indicated, αYY2 staining was visualized using αRabbitBiotin followed by StreptavidinAlexa488. (C) Western blots to detect YY2 in cell lysates of E14T ES cells transfected with control shRNAs or shRNAs directed against *Yy2* (sh*Yy2*). The arrowhead indicates the YY2 protein, which migrates as a 60 kD protein. Migration of molecular weight standards is indicated to the left. Equivalent loading in each lane is demonstrated by stripping and reprobing the membrane with αTUBULIN antibodies.
(TIF)

S2 Fig The αYY2 serum does not immunoprecipitate or detect YY1. Alignment between YY2 and YY1 with the YY1 aminoacid sequence on top. Although YY2 shares good homology with YY1 in the Zinc Finger region (not shown), only limited similarity (32,4% identity) was found between the YY2 peptide used for antibody production (AA 1–173; the most C-terminal residue 173 is indicated with a black arrowhead) and the non-ZincFinger region of YY1.
(TIF)

S3 Fig Specificity of αYY2 serum. (A) and (B) The αYY2 serum specifically detects and immunoprecipitates YY2 as opposed to YY1. Human kidney 293T cells were co-transfected with plasmids expressing HA-tagged-intact YY1 or YY2 proteins. HA-YY1 or HA-YY2 were detected using αYY2 blot (B, top panel) or αHA blot (A and B, bottom panel), respectively, either directly in cell lysates (No IP) or after immunoprecipitation (IP) using αHA monoclonal antibody, αYY1 serum (Santa Cruz), αYY2 serum or PreI serum as indicated. Bands corresponding to HA-YY1/YY2 are marked with open (YY1) and closed (YY2) arrowheads, respectively. Bands corresponding to IgGs are indicated with arrows. Migration of molecular weight standards is indicated to the right (both A panels) and to the left in panels B. Dilutions used were as follows: αYY2 (1:14400) and αHA (1:100).
(TIF)

S4 Fig YY2 expression in ES and TS cells. YY2 expression in ES and TS cells assessed by indirect immunofluorescence. YY2 was detected with αYY2 and visualized using αRabbitBiotin followed by StrepAlexa488, nuclei were stained with DAPI (in blue). (A) Representative widefield images of YY2 in ES and TS cells acquired in a fluorescence microscope (40X objective). (B) Representative confocal sections (60X objective). In ES cell images 4, 5 and 6 and in TS cell image 6, 2X zoom was applied. ES and TS cell images were taken from 3 and 2 independent biological replicates, respectively.
(TIF)

S5 Fig Expression of *Mbtps2* and *Yy2* transcripts. (A) Representation of the *Mbtps2*-*Yy2 locus* and annotated transcripts, the arrow indicates the direction of transcription. The location of primer pairs used to amplify annotated *Yy2* transcripts (A-A, B-B and C-C) or annotated *Mbtps2* transcripts (D-D, E-E, F) is indicated. (B) Comparison of the amplification threshold of different primer pairs depicted in A, the E-F pair is Ef-Fr. Amplification was measured by quantitative RT-PCR as described in the M&M section. The amplification thresholds are represented as ΔCt values using *Gapdh* as a reference gene.
(TIF)

S1 Table Primers used.

S2 Table Putative *in vivo* YY2 binding sites. Additional data on the most significant peaks identified (Table 2), and a site that obtained the maximum enrichment score when only reads mapping to multiple locations in the genome were taken into account (*S5T1*). The table lists each peak, and the distance to the TSS (in bp) of the nearest annotated feature (NCBI37/mm9) in the database within a range of 100 kb. Locations are arbitrarily classified as Distal (D, 2.5–100 kb away from TSS), Promoter (P, within 2.5 kb upstream of TSS), Overlapping transcribed sequences (O) or NF (Not Found). For those peaks overlapping with transcribed sequences, proximity to the relevant TSS is listed separately. The column “**TSS (~2.5 Kb)”** indicates which peaks qualify as promoter proximal. The presence of nearby lncRNAs is indicated in the last two columns. # This peak is localized 2352 bp downstream of the closest gene.
(PDF)

# Supplementary material for: In Vivo Chromatin Targets of the Transcription Factor Yin Yang 2 in Trophoblast Stem Cells
**Source:** PLoS One. 2016 May 18;11(5):e0154268. doi: 10.1371/journal.pone.0154268
**Supplement:** S2 Table — Additional data on the most significant peaks identified (Table 2), and a site that obtained the maximum enrichment score when only reads mapping to multiple locations in the genome were taken into account (S5T1). The table lists each peak, and the distance to the TSS (in bp) of the nearest annotated feature (NCBI37/mm9) in the database within a range of 100 kb. Locations are arbitrarily classified as Distal (D, 2.5–100 kb away from TSS), Promoter (P, within 2.5 kb upstream of TSS), Overlapping transcribed sequences (O) or NF (Not Found). For those peaks overlapping with transcribed sequences, proximity to the relevant TSS is listed separately. The column “TSS (~2.5 Kb)” indicates which peaks qualify as promoter proximal. The presence of nearby lncRNAs is indicated in the last two columns. # This peak is localized 2352 bp downstream of the closest gene.

Supplementary Table 2. Annotated features surrounding YY2 binding sites

Peak Number		Distance to TSS of transcribed feature			TSS (~2.5 Kb)	LincRNA	
						Overlapping (5 Kb)	5 - 50 Kb distance
1	D	51370					
2	O			70 kb	NO	Gm17317 and Gm16889	
3	D	6588					Gm17565
4	P		2600		YES		Gm9793
5	O			~ 15 Kb	NO		
6	NF						
7	O			> 100 Kb	NO		Gm15685
8	P		250 bp		YES	Gm17279 (250 bp)	
9	NF						
10	D	46749					
11	D	61453					Gm17278*
12	O			~ 65 Kb	NO		
13	O			~ 40 Kb	NO		
14	O			> 100 Kb	NO		
15	D	20364					Gm12027
16	O			~ 70 Kb	NO		Gm8378
17	O			~ 100 Kb	NO	A730081D07Rik	
18	D			> 100 Kb #			
19	D	22182					
20	D	7097					
S5T1	D	16721				Speer7-ps1

How the deposited data were processed for this re-analysis (not part of the article)

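Chromatin of TSB7 cells, a mouse TS cell line, was precipitated with αYY2 or with PreI serum, and 1 library of each was sequenced. The authors mapped the reads to mm9 with at most 1 mismatch, placed reads that map equally well to several positions at random (repeated reads), and kept these apart from unique reads. The submitters' processing notes name CASAVA 1.7.0, BWA 0.5.9 and mm9, and the methods name SeqMonk 0.16.0, with windows of 100 bp and steps of 50 bp. For each library, the authors deposited a count of unique and a count of repeated reads per window, with no normalization. They also deposited 3 lists of peaks. The first gives the ratio of repeated reads and the second the ratio of unique reads, with αYY2 reads multiplied by 1.62 and 0 reads counted as 1. The third, called the combined list here, gives a score that the authors made as 1.62 times the product of the ratio of repeated and the ratio of unique reads, as the values show within 0.02 for 462 of 468 peaks. The deposited files give for each window and peak the nearest annotated feature within 100 kb and its distance. No column of values per sample was left unused (0 columns).

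Each peak was joined to its window by chromosome, start and end. The depth of a library was its number of mapped reads in Table 1, since the windows hold only part of each library. With 1 library per serum, no p-value was computed. A ratio of reads was given an exact conditional (Clopper-Pearson) 95% interval, which compares these libraries, not the sera, and a share of peaks was given an exact binomial 95% interval. To ask what chance splitting of reads gives, the reads of each window were split between the libraries at random 1000 times, with αYY2 taking 38.2% of them, its share of the mapped reads, and again with the αYY2 share of the windows of similar depth. The interval, the motif search and the search for neighbouring peaks were tested on simulated data with known answers.

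Genes, transcripts and exons were taken from the GENCODE annotation of mm9, and genes annotated as lincRNA or processed transcript were counted as lncRNA genes. Motifs were searched on both strands of the mm9 sequence of each site, with at most 2 mismatches in the main count, and compared with 10000 draws per site of sequences of the same length and chromosome, matched on GC content within 2 percentage points. The best motif of 10 positions with position 2 free was also searched in 500 sets of such random sequences. Peaks were compared in number of neighbours within 1 Mb with 10000 random placements. Primer pairs of S1 Table were matched to mm9 without mismatch, for products of up to 1000 bp. Windows with at least 100 reads were compared with the mitochondrial genome of mm9 by blastn 2.17.0, at an identity of at least 90%, and counted as mitochondrial where it covered at least 50% of their length. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.

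The sites and genes named in the text were fixed before the data were examined, by a rule that uses Table 2 of the paper, whose values had been seen. They are the sites of Table 2 and S5T1 with their nearest features, the genes the paper names near a site, the 10 highest peaks of each list, and peaks annotated with a gene of 9 lists: TS cell genes, ES cell genes, the YY1 family, X inactivation, imprinted genes, cell cycle and DNA repair, small structural RNAs, zinc finger genes named Zfp, and tandem gene families. Genes of the chromosome 4 cluster that the files call predicted genes were not counted as zinc finger genes. Other genes are said to have been chosen later where they appear. The alternatives numbered 40 and concerned the scale factor, the treatment of 0 reads, a minimum of PreI reads, the kind of reads, thresholds, overlaps, distances and mismatches, and 10 more were added after the data had been seen. The qPCR, immunofluorescence, Western blot and expression results of the paper have no deposited file and were left out.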

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

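The random splits of repeated reads were set against this peak after its values had been seen. Among the 10 highest peaks of each list, those outside Table 2 and S5T1 are not discussed in the paper, and 1 of them had an αYY2 signal above the PreI level by its counting interval. It lies on chromosome 2, from 75586550 to 75586750, 18321 bp from the predicted gene Gm13656, at position 2 of the list ranked by repeated reads with a score of 8.91. It held 12 αYY2 and 6 PreI reads, a ratio of 3.24 (95% interval 1.13 to 10.5). The interval does not allow for the choice of this peak among the 226 of the list, and random splits of the repeated reads gave a highest ratio with a median of 9.72 (95% range 8.09 to 17.0). The deposited score is not that of the repeated reads of the window, 10 for αYY2 and 2 for PreI, which give 8.1, near the lower end of this range. No biological explanation was tested for it.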

How the results depend on the processing

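The alternatives that use all windows, either end of a gene, the Speer7-ps1 window as S5T1 or draws from the deposited windows were chosen after the data had been seen. Of 50 alternatives, 29 left their result within 1.5 times its value and 21 moved it further. Of the 29, 10 could not have moved further, because every score of the combined list is at least 4.05, the factor from unique reads is close to 1.62, or 17 of 20 sites cannot rise above 20. All 40 alternatives listed at the outset were run, and 10 were added. Where a value moved, the cause was not tested unless the alternative itself sets it.

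The 468 peaks above a score of 2 became 27 with at least 3 PreI reads, 1628 in the list ranked by unique reads and 1621 over all windows with the reads added, and ranged from 464 to 482 otherwise. The 468 peaks above 4 became 58 without the scale factor, 278 when 1 read was added to both libraries, 27 with at least 3 PreI reads and 57 over all windows without the factor, and ranged from 461 to 483 otherwise. Both values of 27 count every peak of the list with at least 3 PreI reads, all of which score above 4. This alternative thus removed peaks and tested no threshold. The maximum of 24.3 became 15 without the factor, in the list or over all windows, and 12.96 with the reads added. Leaving out the factor divides every score by 1.62. Of 76 peaks with a 95% interval above 1, a 99% interval left 10, and an interval above 2 left 0. Of 20 Table 2 peaks, the list ranked by repeated reads holds 10. The 25 overlaps of the unique and repeated lists became 57 within 1 kb and 4 among scores above 4. The 75 peaks within 2.5 kb of a start site became 41 within 1 kb and 115 within 5 kb, and the 0 of 21 sites became 3 when either end of a gene was counted. The 17 sites with the consensus motif became 1 without mismatch and 5 with at most 1. The ratio of neighbouring peaks to random placements, 1.37 within 1 Mb, became 2.75 within 100 kb. Against draws from the deposited windows, which are themselves clustered, it was 0.936.

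No paired analysis was possible because there is 1 library per serum. Depth is low: over all deposited windows, the median was 3 reads in both libraries together. Of the 468 peaks, 408 rest on at most 1 PreI read, but the ranking by αYY2 over PreI reads itself favours windows with few PreI reads.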

Differences from the paper's values

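The alternatives over all windows and at either end of a gene were chosen after the values had been seen. The combined list holds 468 peaks that score above 4, and the paper's value is 58. Of the alternatives set before the data were examined, leaving out the scale factor gives 58. The others stay apart from the paper's value: 468 with the factor from unique reads and 468 on chromosomes 1 to 19, X and Y, 278 with 1 read added to both libraries, 27 with at least 3 PreI reads and 483 in the list ranked by unique reads. All windows without the factor, an alternative chosen after seeing the values, give 57 and drop 0 of the 20 peaks of Table 2. The list ranked by unique reads has as many peaks above 4 as the paper's 483 peaks above 2 in the combined list, where 468 were found here. All windows without the factor give 482 above 2.

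The highest score of the combined list is 24.3, and the paper's value is 15. Without the scale factor it is 15. Within 1.5 times the paper's value were also 19.44, with 1 read added to both libraries, and 20.25, with at least 3 PreI reads, but not 24.5, with the factor from unique reads. Over all windows, in alternatives chosen after seeing the values, it is 15 without the factor (0 peaks of Table 2 dropped below 4) and 12.96 with the reads added (1 dropped).

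Of the 21 sites, 0 lay within 2.5 kb of a start site, and the paper's value is 2, peaks 4 and 8 in its S2 Table. No alternative for this count was set before the data were examined. Counting either end of a gene, chosen after seeing the values, gives 3 sites, peaks 8, 13 and 18, and drops peak 4, 1 of the paper's sites. Peak 4 lies 39.6 kb from the start of Cdkl2, and the paper's value is 2.6 kb upstream of it. No alternative was set for this distance either. The 3′ end of Cdkl2 is 2600 bp from the peak, and the nearest start of any Cdkl2 transcript is 14422 bp from it. For peak 19 and Apc, 54.2 kb was found and the paper's value is 54.5 kb.

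The paper places S5T1 in Speer7-ps1 and gives it the highest score of repeated reads. Its S2 Table gives S5T1 a distance of 16721 bp, that of the window with the highest score from Speer4e. This window lies 231278 bp from Speer7-ps1, and the best window of Speer7-ps1 among the repeated reads is at position 3. The window of Speer7-ps1 in the combined list is at position 451, where the paper's value is 455. With that window taken as S5T1, a choice made after seeing the values that drops none of the Table 2 peaks, 4 of the 21 sites lie within 5 kb of an lncRNA gene, which is the paper's value, and 3 with the window near Speer4e. The same choice gives 11 sites within 100 kb of an lncRNA gene, where the paper's value is 10. The window near Speer4e also gives 10, but not the same sites: these include peak 13 and not S5T1, and the S2 Table lists S5T1 and not peak 13. The paper states that the motif is present in all 20 sequences. That statement rests on a weight matrix and a P-value, which were not recomputed. A count of mismatches to the consensus is another measure, and found it in 20 with at most 3 mismatches and in 17 with at most 2. The paper describes peak 2 as overlapping a set of lncRNAs that includes Gm26624. The paper draws this locus on a later assembly (GRCm38), whose coordinates were not converted. In the mm9 annotation used here, 2 lncRNA genes overlap peak 2, Gm16889 and Gm17317, and no gene is named Gm26624. The paper names 2 forms of C230088H06-Rik, its later name for Gm16889, whereas genes were counted here. The methods define the score by reads of both kinds combined, and the deposited score equals the product of their ratios for 462 of 468 peaks. The notes of Table 1 give the share of unique reads relative to mapped reads. The paper's 74.98% and 76.34% are shares of the initial reads, and relative to mapped reads the shares are 82.7% and 83.5%.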

Other observations

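The tests of chance splits of window reads, of the multiplication of ratios, of splits by depth, of the Speer cluster, of copies of chromosome 11, of the orientation words and of digits in the scores, and the draws of neighbouring peaks from the deposited windows, were chosen after the results had been seen.

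By the authors' product, 468 windows scored above 4, and random splits of each window's reads gave fewer, a median of 394 (95% range 357 to 434). The splits take the windows as given, and how these were chosen is not stated. Windows chosen for a difference between the libraries could give such an excess by chance alone, so the splits cannot exclude chance. In the opposite direction, PreI over αYY2, 291 windows passed 4, against a simulated median of 165 (142 to 188). The αYY2 share ran from 35.0% to 37.6% in the classes of windows of up to 100 reads, and was 39.8% above that. With the share of windows of similar depth, the splits gave 332 (299 to 368) for αYY2 over PreI and 202 (178 to 227) in the opposite direction. The excess on both sides may come from extra spread between the libraries in either direction, which these splits do not tell apart from the choice of the windows. By the ratio of added reads, which multiplies nothing, 461 windows passed 4, against a simulated median of 382 (347 to 421), or 323 (291 to 359) with the share by depth, so the multiplication alone does not account for the excess. Binding by YY2, the biological explanation that the design gives, stays open here, since these libraries, 1 per serum, do not test it. The paper assayed binding at T5T1, S5T1, T11T1, T13T1 and T18T1 by PCR on ChIP chromatin, for which there is no deposited file.

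The consensus motif was found at 17 of the 20 sites with at most 2 mismatches, more than in random sequences, but it was derived from these sites, so this count decides nothing. Of 500 sets of matched random sequences searched for their own best motif of this form, 76.8% had one shared by at least as many sequences. In the whole combined list, 36.8% of the peaks held the motif, against a median of 38.2% (34.2 to 42.7) in draws from all deposited windows. A search for the best motif of any 20 sequences may therefore suffice to give such a motif. Direct binding by YY2 at a less strict motif was not tested.

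Chromosome 11 holds 1143 of the 8581 windows without repeated reads (13.3%), which is 9.38 per Mb against a median of 3.17 (2.41 to 3.99) on the 18 other autosomes, and 57 of the 468 peaks of the combined list. Bins of 1 Mb on other autosomes matched on GC content and gene number hold fewer windows, by a factor of 2.15 (1.97 to 2.32), which argues against these as the cause. The ratio of αYY2 to PreI reads on chromosome 11 was 1.04 times that of the other autosomes (0.985 to 1.103), so a weak preference of the αYY2 precipitate cannot be told apart from none at this number of reads. All of the 23 bins of 5 Mb of chromosome 11 (100%) lay above the median bin of the other autosomes, with medians of 53 against 13 αYY2 reads and 87 against 24 PreI reads. The reads were summed over the deposited windows, of which the median bin held 45 against 14, so more reads in both libraries follow from more windows. How the windows were chosen is not stated, and these bins were not matched on GC content or gene number. Extra copies of chromosome 11 in these cells may explain the excess of windows, but these sums cannot decide it. No karyotype is in the files.

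Of random splits of the repeated reads, 21.5% gave at least 1 window, anywhere among the deposited windows, with a ratio of repeated reads as high as that of S5T1, and 3.1% gave one within the Speer cluster. The cluster as a whole had a ratio of repeated reads of 1.02. Of the 468 peaks of the combined list, 190 had another peak within 1 Mb, against a median of 203 (178 to 228) in draws from the deposited windows. Where the combined list places a peak upstream or downstream of a gene that the annotation holds once on that chromosome, the word is opposite to the side of the gene on which the peak lies, by the gene's strand, for 149 of 150 peaks (99.3%). Peak 4 at Cdkl2 is one of them.

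The deposited score differs by 0.02 or more from 1.62 times the ratio of the window's reads at 16 of the 226 peaks ranked by repeated reads and at 11 of the 1656 ranked by unique reads. When every digit 0 of a count is replaced by 1, so that 10 reads count as 11, the scores of all 226, all 1656 and all 468 peaks of the combined list match within 0.02.

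Windows with at least 100 reads numbered 229, with a median ratio of 0.741, so the typical window of this depth already lay below 1. Of the 229, 39 had a ratio below 0.5, 30 of them not mitochondrial with a median of 0.454, while none had a ratio above 2 (0 windows). Mitochondrial sequence covers at least 50% of the length of 9 of the 39, with 582 αYY2 and 9321 PreI reads, a ratio of 0.101. The largest of these, from 24618300 to 24623050 on chromosome 1, had 396 αYY2 and 6698 PreI reads, a ratio of 0.0958 (95% interval 0.0863 to 0.106). No other window with at least 100 reads was covered to this extent. A single window, from 2999950 to 3038450 on chromosome 9, holds 49.2% of all window reads, with a ratio of 1.13.

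The paper assays YY2 at IAP, musD and muERV-L elements, Tsix and Spata24 by ChIP and qPCR in ES cells, relative to Gapdh. For ERV elements in TS cells, it refers to an earlier report. The reads here are from TS cells. The primer pair for IAP matches mm9 at 1323 places, that for muERV-L at 154 and that for musD at 71, and no deposited window lies within 500 bp of any of these. Within 3 kb of the IAP amplicons lie 4 windows with 21 αYY2 and 17 PreI reads, a ratio of 2.00 (1.01 to 4.04). Of these reads, 20 αYY2 and 14 PreI reads are unique, and no window overlaps an amplicon. They therefore do not measure the IAP sequence that the primers amplify. Within the same distance of the musD amplicons lie 2 windows with 6 αYY2 and 3 PreI reads, a ratio of 3.24 (0.692 to 20.0). For muERV-L, 3 windows with 3 and 4 reads gave 1.22 (0.178 to 7.18), and for MLV36, whose primers are also in S1 Table, 1 window had 0 and 3 reads. No window lies within 3 kb of the Gapdh amplicon or of the YY1 target Yy1T1. The window at the Spata24 amplicon had 4 αYY2 and 8 PreI reads, a ratio of 0.810 (0.178 to 3.02), and that at Tsix had 0 and 1.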
